# Activation of the Aryl Hydrocarbon Receptor Dampens the Severity of Inflammatory Skin Conditions

**DOI:** 10.1016/j.immuni.2014.04.019

**Published:** 2014-06-19

**Authors:** Paola Di Meglio, João H. Duarte, Helena Ahlfors, Nick D.L. Owens, Ying Li, Federica Villanova, Isabella Tosi, Keiji Hirota, Frank O. Nestle, Ulrich Mrowietz, Michael J. Gilchrist, Brigitta Stockinger

## Abstract

Environmental stimuli are known to contribute to psoriasis pathogenesis and that of other autoimmune diseases, but the mechanisms are largely unknown. Here we show that the aryl hydrocarbon receptor (AhR), a transcription factor that senses environmental stimuli, modulates pathology in psoriasis. AhR-activating ligands reduced inflammation in the lesional skin of psoriasis patients, whereas AhR antagonists increased inflammation. Similarly, AhR signaling via the endogenous ligand FICZ reduced the inflammatory response in the imiquimod-induced model of skin inflammation and AhR-deficient mice exhibited a substantial exacerbation of the disease, compared to AhR-sufficient controls. Nonhematopoietic cells, in particular keratinocytes, were responsible for this hyperinflammatory response, which involved upregulation of AP-1 family members of transcription factors. Thus, our data suggest a critical role for AhR in the regulation of inflammatory responses and open the possibility for novel therapeutic strategies in chronic inflammatory disorders.

## Highlights

• Physiological AhR signals reduce psoriasis gene expression in patient biopsies
• Blocking AhR signals exacerbates psoriasis gene expression in patient biopsies
• AhR-deficient mice show exacerbated skin inflammation in imiquimod model
• Absence of AhR on mouse or human keratinocytes causes excessive inflammation

## Introduction

The skin is the organ most exposed to environmental insults, and its complex cellular network constitutes an immunological barrier that is crucial for the maintenance of homeostasis (Di Meglio et al., 2011). It is therefore likely that inflammatory disorders of the skin involve environmental factors. One such disorder is plaque-type psoriasis, a disease with complex etiopathogenesis, characterized by epidermal hyperproliferation and prominent immune infiltrates (Nestle et al., 2009). Cross-talk between innate, adaptive, and epithelial or stromal cells, such as keratinocytes and fibroblasts, underpins the disease pathology (Lowes et al., 2013). A total of 36 disease-associated loci have been identified as contributing to psoriasis (Tsoi et al., 2012). Environmental risk factors, on the other hand, remain less well defined on a mechanistic basis (Tagami, 1997). Although no mouse model can fully recapitulate the development and features of psoriasis (Gudjonsson et al., 2007), topical application of the imiquimod (IMQ)-containing cream Aldara induces a psoriasiform skin inflammation, which exhibits most of the crucial traits (Swindell et al., 2011) including acanthosis, parakeratosis, neutrophil recruitment, and involvement of the IL-23-IL-17-IL-22 pathway (van der Fits et al., 2009), and is thus increasingly used to dissect the mechanisms of psoriasis pathogenesis.

In order to investigate the potential influence of environmental factors on inflammatory skin disease, we have focused on the ligand-dependent transcription factor aryl hydrocarbon receptor (AhR), which responds to environmental stimuli and plays an important role in the maintenance of intestinal homeostasis. Work from our lab and others has shown that AhR-deficient mice have an inherent weakness of the gut barrier (Kiss et al., 2011; Lee et al., 2012; Li et al., 2011; Qiu et al., 2012). The wide expression of AhR in several cell types of the skin suggests a role for AhR signaling also at this barrier organ. The AhR is a member of the bHLH-PAS family of transcription factors best known for mediating the toxic effects of environmental contaminants such as TCDD (dioxin) and a range of other xenobiotic substances. However, its evolutionary conservation from invertebrate species onward points to a physiological role that does not involve xenobiotic stimuli (Hahn et al., 2006; McMillan and Bradfield, 2007). Endogenous ligands of AhR are found as indoles and flavonoids either of dietary origin (e.g., indolo[3,2-b]carbazole, ICZ) (Bjeldanes et al., 1991; Gillner et al., 1985) or, like the high-affinity ligand 6-formylindolo[3,2-b]carbazole (FICZ), derived from tryptophan metabolism via UV or visible light exposure (Rannug and Fritsche, 2006), which has been found to be physiologically relevant in human skin (Katiyar et al., 2000; Rannug and Fritsche, 2006).

Combining the analysis of psoriasis patient skin biopsies with that of a mouse model of psoriasiform inflammation, we showed that AhR signaling in nonhematopoietic cells plays a central role in preventing excessive skin inflammation.

## Results

### AhR Ligation in Human Skin Biopsies Modulates Psoriasis-Relevant Genes

In order to address whether the AhR pathway has a role in human skin pathology, we investigated whether AhR activation via the agonist FICZ or inhibition via the antagonist CH-223191 (Kim et al., 2006) would cause transcriptional changes in psoriasis-related genes. Full-thickness skin biopsies were obtained from lesional (L) and uninvolved nonlesional (NL) skin of eight psoriatic patients not receiving any systemic treatment and from healthy human subjects (N) serving as control (Table S1 available online). The biopsies were quartered and one segment was reserved for RNA sequencing without any treatment. The remaining three quarters were cultured with DMSO (vehicle control), FICZ, or CH-223191 for 16 hr. After treatment all samples were subjected to RNA sequencing. Analysis of the untreated L and NL psoriasis skin samples provided us with genes differentially regulated in the two tissue types, or the “psoriasis transcriptome.” The top 25 most significantly regulated genes (Table S2) were in keeping with published data sets (Gudjonsson et al., 2010; Tian et al., 2012) with several members of the S100 protein family significantly upregulated in L versus NL skin. Next, we identified the transcriptional changes induced by exposure to AhR agonist or antagonist. A flowchart describing step by step our filtering criteria is shown in Figure S1. We identified 884 AhR-modulated genes, defined as genes significantly regulated by either the agonist or the antagonist in at least one out of the three tissue types analyzed (L, NL, H) (Figure 1A). As expected, expression of *CYP1A* and *CYP1B1*, well-characterized AhR-target genes, were found to be highly upregulated in the presence of agonist and downregulated by the antagonist in all three tissue types (Figure 1B). The list of AhR-modulated genes was reduced to 41 genes belonging to the “psoriasis transcriptome,” which were mainly upregulated in untreated L skin (Figure 1C, psoriasis-upregulated genes are shown in bold, and Table S3). Out of these, 29 (70%) were reduced after FICZ-induced AhR activation. This effect was most prominent in L skin, as confirmed by qRT-PCR showing a downward trend for the top five regulated genes (*IFIT*, *RSAD2*, *IFIT3*, *CMPK2*, *MX2*), which reached statistical significance for IFIT1 (Figure 1D). Conversely, treatment with AhR antagonist was able to increase expression of these genes in NL skin, with statistically significant fold change increase for all genes validated by qRT-PCR (Figure 1E). Ingenuity pathway analysis showed that 26 out of 41 psoriasis-relevant genes modulated by AhR belong to the type I and II IFN pathway, which is known to be upregulated in psoriasis (Figure S1). Thus, AhR appears to play a critical role in modulating the severity of psoriasis. In order to study the influence of AhR in more detail, we employed the mouse model of IMQ-induced psoriasiform inflammation.

### AhR-Deficient Mice Develop Exacerbated IMQ-Induced Psoriasiform Skin Inflammation

Treatment of AhR-deficient (*Ahr*^−/−^) and AhR-heterozygous littermate control (*Ahr*^+/−^) mice with IMQ over a 5-day period resulted in scaling and parakeratosis of the Stratum corneum and epidermal acanthosis and widespread inflammatory infiltrates, as seen by visual inspection (Figure S2A) and in H&E-stained skin sections (Figure 2A). Untreated skin of *Ahr*^−/−^ and *Ahr*^+/−^ littermate controls was histologically indistinguishable, but upon treatment the thickening of both epidermis and Stratum corneum was significantly increased in *Ahr*^−/−^ mice (Figure 2B). Nevertheless, the exacerbated skin pathology elicited by IMQ treatment in the absence of AhR signaling abated after termination of treatment. Quantitative RT-PCR analysis of inflamed skin from *Ahr*^−/−^ mice revealed statistically significant increased expression of growth factors and chemokines involved in neutrophil attraction (*Csf2*, *Csf3*, *Cxcl1*, *Cxcl5*) and of antimicrobial peptides typically present in psoriasis lesions (*S100a7a*, *S100a8*), as well as reduced expression of the keratinocyte differentiation marker *Krt10* (Figure 2C). Moreover, mRNA expression of a number of proinflammatory cytokines, including *Il17a*, *Il17c*, *Il23*, *Il22*, and *Il1b*, which are crucially involved in psoriatic skin inflammation (Di Cesare et al., 2009; van der Fits et al., 2009), was significantly increased in the skin of *Ahr-*deficient mice (Figure 2D). Upregulation of *Il1b* mRNA in *Ahr*^−/−^ mice preceded that of IL-17 (Figure S2B) and remained increased at protein level on day 5 (Figure S2C). Although there was substantial infiltration of T cells producing IL-17 cell type cytokines, the majority of which were γδ T cells (Figure S2D) as previously reported (Pantelyushin et al., 2012), absolute numbers of IL-17- and IL-22-producing CD4 and γδ T cells did not differ between *Ahr*^+/−^ and *Ahr*^−/−^ mice (Figure 2E). In agreement with our earlier finding (Martin et al., 2009), AhR-deficient γδ T cells appear to make more IL-17 on a per cell basis, thus accounting for the increase in IL-17 observed in the skin of *Ahr*^−/−^ mice (Figures S2E and S2F). In line with the increase in neutrophil-recruiting chemokines, there was significantly more neutrophil infiltration into the skin in *Ahr*^−/−^ mice (Figure 2F), whereas the number of both macrophages and dendritic cells (DCs) did not differ between the two groups (Figure S2G), and we did not observe substantial infiltration of IL-17-producing CD8 T cells or innate lymphoid cells (data not shown). Thus, absence of AhR signaling led to heightened inflammation and exacerbated skin pathology. This phenotype was not restricted to the psoriasisform inflammation induced by IMQ, but also extended to a model of delayed-type hypersensitivity (DTH) skin reactions in *Ahr*-deficient mice, which showed enhanced neutrophil infiltration and increased inflammatory chemokine expression (data not shown).

### AhR Activation by FICZ Ameliorates IMQ-Induced Psoriasiform Skin Inflammation

Next, we asked whether deliberate triggering of the AhR pathway would have a beneficial effect on skin pathology as seen in human psoriatic skin. To this end, wild-type mice received intraperitoneal injections of either FICZ or olive oil (vehicle control) daily during the course of IMQ treatment. FICZ administration upregulated expression of *Cyp1a1* mRNA in the skin, as compared to mice receiving vehicle only (Figure 3A), and resulted in attenuated psoriasiform skin inflammation, with milder parakeratosis and cell infiltration (Figure 3B), statistically significant reduction in epidermal and scale thickness (Figure 3C), and reduced expression of proinflammatory mediators (Figures 3D and S3). Thus, activation of the AhR pathway in vivo results in amelioration of psoriasiform skin pathology.

### AhR Deficiency in Nonhematopoietic Cells Causes Exacerbated Skin Inflammation

In order to identify the AhR-expressing cell type responsible for the hyperinflammatory skin response seen in *Ahr*^*−*/−^ mice, we generated mice with conditional deletion of AhR in distinct immune cell subsets in the skin. *Ahr*^fl/−^ *Cd11c*.Cre or *Ahr*^fl/−^ *Rag1*.Cre mice, in which AhR is deleted in DCs and some macrophage subsets or in T and B cells, respectively, were treated with IMQ in order to address the contribution of these cells to the exacerbated skin inflammation seen in complete AhR deficiency. qPCR analysis confirmed the deletion of AhR in DCs or in T cells of these mice (Figures S4A and S4C). Lack of AhR in DCs or macrophages did not result in increased inflammation above that observed in control *Ahr*^fl/+^ *Cd11c*.Cre mice (Figures 4A–4D and S4B). Lack of AhR in T and B cells resulted in increased skin acanthosis and reduced keratinocyte differentiation, but no difference in skin scaling, expression of the majority of inflammatory mediators, or number of neutrophils when compared to control mice (Figures 4E–4H and S4D). These observations ruled out a role for DCs or macrophages in driving the exacerbated skin inflammation seen in *Ahr*^−/−^ mice, but left open the possibility that activation of the AhR pathway in T or B lymphocytes is important for skin homeostasis.

Next, we addressed the contribution of *Ahr* deficiency in nonhematopoietic skin cells such as keratinocytes and fibroblasts. We generated bone marrow (BM) chimeras in which hematopoietic cells were of wild-type origin, whereas the nonhematopoietic compartment was either *Ahr*^−/−^ (rAhR^−/−^) or wild-type (rAhR^+/+^) by reconstituting *Ahr*^−/−^*Rag1*^−/−^ and control *Ahr*^*+/+*^ *Rag1*^−/−^ hosts with BM from *Ahr* wild-type donors. AhR deficiency in the nonhematopoietic compartment recapitulated the hyperinflammatory phenotype of full AhR^−/−^ mice with exacerbated epidermal pathology (Figures 5A and 5B), increased neutrophil recruitment (Figure 5C), overexpression of inflammatory markers, and reduced keratinocyte differentiation (Figure 5D). In contrast, expression of both IL-17 and IL-22 was not different in the two experimental groups, making it unlikely that these cytokines are responsible for the hyperinflammatory skin response of *Ahr*^−/−^ mice. In line with this, treatment of *Ahr*^−/−^ mice with neutralizing antibody to IL-17A did not improve their exaggerated response (Figures S4E–S4G).

BM chimeras in which the nonhematopoietic cells were of wild-type origin, whereas the hematopoietic compartment was either *Ahr*^+/−^ (dAhR^+/−^) or *Ahr* deficient (dAhR^−/−^), did not show increased inflammation above that observed in control mice (Figures 5E–5G). Disease severity was not increased in *Ahr*^−/−^*Rag1*^−/−^ versus *Ahr*^+/−^ *Rag1*^*−*/−^ (data not shown), emphasizing that the cross-talk between adaptive immune cells and epidermal cells is essential for the exacerbated pathology observed in *Ahr*-deficient mice. Therefore, AhR deficiency in the nonhematopoietic skin compartment is necessary and sufficient for the development of an exacerbated psoriasiform skin response in the presence of a fully functioning adaptive immune system.

### AhR-Deficient Keratinocytes Show Exacerbated Response to Proinflammatory Cytokines

Our results showed that physiological AhR activation can ameliorate the inflammatory program in nonhematopoietic skin cells. In order to discriminate between the inflammatory response of epithelial and stromal cells, we assessed the response of *Ahr*-sufficient or -deficient keratinocytes to the immune activators produced in the early phase of IMQ-induced skin inflammation. We therefore stimulated keratinocytes from *Ahr*^+/−^ and *Ahr*^*−*/−^ mice in vitro with conditioned medium (CM) from in-vitro-reactivated skin cells obtained from either naive (nCM) or 2-day IMQ-treated (iCM) wild-type mice. *Ahr*^−/−^ keratinocytes responded to iCM by significantly overexpressing proinflammatory cytokine and chemokine mRNA as compared to heterozygous controls (Figure 6A). *Ahr*^−/−^ fibroblasts also displayed an increased response as compared to their *Ahr*^+/−^ counterparts, although to a lesser extent (data not shown). IL-1β is one of the mediators in the early phase of the IMQ-induced skin inflammation model (Walter et al., 2013), and this cytokine was overrepresented in the conditioned medium obtained from wild-type IMQ-treated mice, far exceeding other cytokines tested such as TNF, IL-23, and IL-17A (data not shown). Indeed, recombinant IL-1β could replace iCM, causing comparable upregulation of inflammatory markers on keratinocytes (Figure 6B), whereas neutralizing IL-1β abrogated the proinflammatory response to the skin cell conditioned medium (Figure S5A). In addition, we also found increased expression of *Il1r1* in ex vivo *Ahr*^−/−^ keratinocytes (Figure 6C).

Furthermore, similar hyperresponsiveness was found in human keratinocytes upon knockdown of *AHR* expression. Thus, normal primary keratinocytes in which *AHR* expression was reduced by *AHR*-SiRNA showed overexpression of proinflammatory mediators compared to keratinocytes transfected with a nontargeting SiRNA (cSiRNA) (Figures 6D and S5B). Similar results were also obtained in the spontaneously transformed keratinocyte cell line HaCaT, in which *AHR* had been stably silenced (*AHR*-silenced HaCaT), when compared to cells transfected with an empty vector (EV-HaCaT) (Figure 6E; Fritsche et al., 2007).

Taken together, these results show that nonhematopoietic skin cells, particularly keratinocytes, require AhR to control expression of inflammatory mediators in response to inflammatory stimuli, such as IL-1β. Therefore we conclude that AhR deficiency in both epithelial and stromal cells results in a cell-intrinsic overreaction to inflammatory stimuli, leading to exacerbated skin pathology in vivo.

### AhR Modulates *JunB* Expression in Keratinocytes

The AhR is thought to be involved in extensive cross-talk with other transcription factors and multiple signaling pathways, which makes the systematic analysis of physiological interactions a challenging task. 

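On day 2 of IMQ treatment, 949 genes were higher and 697 lower in *Ahr*+/- skin than in untreated *Ahr*+/- skin, and 1928 were higher and 2202 lower in *Ahr*-/- skin than in untreated *Ahr*-/- skin. The largest rises in both genotypes included *Krt6b*, a keratin gene of hyperproliferative epidermis, the cornified envelope gene *Sprr1b*, and *S100a8* and *S100a9*, which encode the subunits of calprotectin. *Krt6b* rose by at least 9.55 on the log2 scale in *Ahr*+/- skin (standard error 0.32, adjusted p = 6.56e-09 from limma) and by at least 9.66 in *Ahr*-/- skin (standard error 0.32, adjusted p = 5.71e-09). Its signals of 14.58 to 14.91 after IMQ lie at the top of the arrays' range, so these are lower bounds. Both genotypes shared 631 of the genes that rose and 478 of those that fell, where 100.6 and 84.4 would be shared if the responses were unrelated. Between the genotypes, 385 genes were higher and 339 lower in *Ahr*-/- than in *Ahr*+/- skin on day 2 of IMQ. In untreated skin 1 gene, *Iglv1*, an immunoglobulin lambda variable gene, was higher in *Ahr*-/- mice, by 2.81 on the log2 scale (standard error 0.26, adjusted p = 0.00185). *Iglv1* was not called from the mean of all probe sets or in the fit to the untreated groups alone. No gene was lower there in limma; 1180 genes had an unadjusted p under 0.05 in either direction, and a rank product test called 12 genes higher and 50 lower, 17 of the lower ones being hair follicle growth phase genes.
Total RNA of whole skin had been hybridized to 12 mouse genome arrays, 3 for each genotype without treatment and 3 for each genotype on day 2, labelled as biological replicates. Treated mice received 30 mg of cream with 5% imiquimod per day. Untreated mice received no cream, so effects of imiquimod, of the cream itself and of its application cannot be told apart. Changes after IMQ are changes after this whole treatment. The authors deposited log2 signals made with RMA, which corrects for background and normalizes all arrays together. Each of 18193 genes was represented by 1 probe set, and a gene was called at an adjusted p under 0.05 and a fold change of at least 1.5. These p-values measure the spread between arrays, pooled over the 4 groups, and the number of arrays limits their precision. The signal of *Ahr* itself lay between 10.11 and 11.3 in untreated *Ahr*+/- skin and between 11.29 and 11.44 in untreated *Ahr*-/- skin, and on day 2 between 9.79 and 10.27 in *Ahr*+/- and between 9.07 and 9.87 in *Ahr*-/- skin. It was thus not lower in untreated *Ahr*-/- than *Ahr*+/- skin (log2 difference 0.52, standard error 0.29, adjusted p = 0.779). A probe set outside the deleted part of the gene cannot check the genotype labels, and where this one lies was not determined. Of the AhR targets, *Ahrr*, which encodes the AhR repressor, and *Aldh3a1*, an aldehyde dehydrogenase gene, were lower in *Ahr*-/- than in *Ahr*+/- skin on day 2, with log2 differences of -1.36 (adjusted p = 0.0353) and -1.41 (adjusted p = 0.0346). They were the 2 called of 9 measured AhR targets (3 lower when adjusted over the list alone); 6 of the 9 lay above 0 (median 0.08), and the list did not pass camera (adjusted p = 0.583, and adjusted p = 0.967 with an estimated correlation). Both calls were lost with the *Gapdh* 3'/5' ratio as a covariate (*Ahrr* -1.75, adjusted p = 0.223, and *Aldh3a1* -1.60, adjusted p = 0.339) and without *Ahr*+/- IMQ replicate 2 or 3 or *Ahr*-/- IMQ replicate 2 or 3. Over the alternatives other than the rank product, the adjusted p ran from 0.00966 to 0.223 for *Ahrr* and from 0.00846 to 0.339 for *Aldh3a1*. *Cyp1a1* rose by 1.64 on the log2 scale after IMQ in *Ahr*+/- skin (adjusted p = 0.0176) and changed by -0.04 in *Ahr*-/- skin (adjusted p = 0.953); the difference between these responses did not pass the test (-1.68, standard error 0.54, adjusted p = 0.14).
The log2 difference between the 3' and 5' *Gapdh* control probe sets was 1.17 and 1.52 in *Ahr*-/- IMQ replicates 1 and 2 and 0.14 to 0.53 in the other arrays. Genes of hair follicles in growth phase had a mean signal of 11.7 in *Ahr*+/- untreated replicate 2, and of 7.98 and 8.09 in replicates 1 and 3 of that group. Single arrays moved the counts: 206, 4 and 2 genes differed between the untreated genotypes without *Ahr*+/- untreated replicate 1, 2 or 3, and 901 and 984 genes responded in *Ahr*+/- skin without *Ahr*+/- IMQ replicate 1 or 2. In *Ahr*-/- skin 2218 genes responded with the *Gapdh* ratio as a covariate and 1444 with *Ahr*-/- IMQ replicate 3 alone, against 4130 with all arrays. The genotypes differed on day 2 in 196 genes without *Ahr*+/- IMQ replicate 2, in 200 without *Ahr*+/- IMQ replicate 3, in 405 without *Ahr*-/- IMQ replicate 1, in 217 without *Ahr*-/- IMQ replicate 2, in 1286 without *Ahr*-/- IMQ replicate 3, and in 27 with the *Gapdh* ratio as a covariate.

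**Figure D1:**
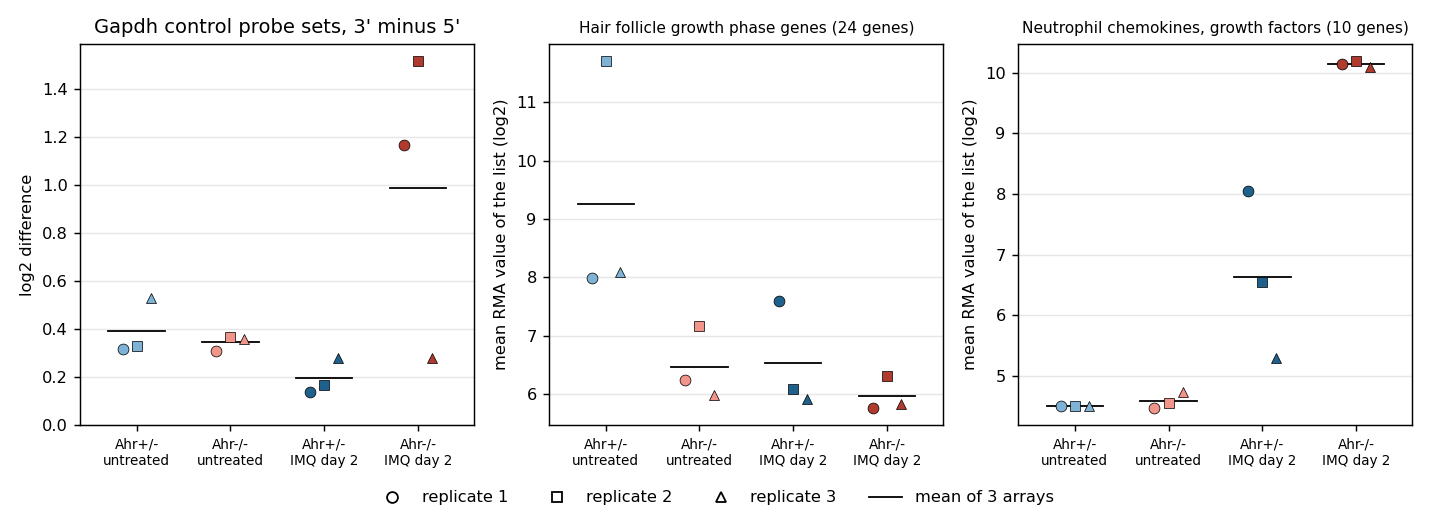
Log2 difference between the 3' and 5' *Gapdh* control probe sets (left) and mean log2 signal of 24 hair follicle growth phase genes (middle) and of 10 neutrophil chemokine and growth factor genes (right) in each array, with the mean of each group of 3 arrays as a line. The *Gapdh* difference reaches 1.52 in *Ahr*-/- IMQ replicate 2, the hair follicle genes 11.7 in *Ahr*+/- untreated replicate 2, and the chemokine genes spread from 5.29 to 8.05 in *Ahr*+/- IMQ skin and from 10.1 to 10.19 in *Ahr*-/- IMQ skin.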

To gain more insights about how AhR modulates keratinocyte activation, we focused on the early phase of the IMQ treatment and performed microarray analysis of whole skin from *Ahr*^+/−^ or *Ahr*^−/−^ mice treated for 2 days with IMQ. 

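*Fosl1* and *Junb*, which encode the AP-1 subunits FRA-1 and JunB, were higher after 2 days of IMQ than in untreated skin in both genotypes. *Fosl1* was 5.31 ± 0.27 in untreated and 7.57 ± 0.65 in IMQ-treated *Ahr*+/- skin (mean log2 signal ± SD, n = 3 arrays), a log2 fold change of 2.26 (standard error 0.31, adjusted p = 0.000831 from limma). In *Ahr*-/- skin it was 4.98 ± 0.22 and 8.2 ± 0.51, a log2 fold change of 3.22 (standard error 0.31, adjusted p = 2.17e-05 from limma). *Junb* rose by 1.04 on the log2 scale in *Ahr*+/- skin (standard error 0.31, adjusted p = 0.0499) and by 1.93 in *Ahr*-/- skin (standard error 0.31, adjusted p = 0.000705). The rank product test did not call *Junb* in *Ahr*-/- skin (pfp, its proportion of false positives, 0.0176 against a threshold of 0.01). *Jund* fell by 0.97 in *Ahr*-/- skin (adjusted p = 0.0253) and did not pass the test in *Ahr*+/- skin (-0.80, adjusted p = 0.104); the responses of *Jund* were not shown to differ between the genotypes (difference -0.17, adjusted p = 0.865). *Fos* had log2 fold changes of 1.72 in *Ahr*+/- and 1.25 in *Ahr*-/- skin that did not pass (adjusted p = 0.0577 and 0.101). *Jun*, *Fosb* and *Fosl2* passed in neither genotype.
With these calls, 2 of the 7 *Jun* and *Fos* genes responded to IMQ in *Ahr*+/- skin and 3 of 7 in *Ahr*-/- skin (3 higher and 1 lower in each genotype when adjusted over the list alone), against 9.04% and 22.69% of all other genes. The odds ratios were 4.03 in *Ahr*+/- skin (Fisher's exact test, two-sided, p = 0.127, adjusted p = 0.508 over 8 transcription factor families) and 2.56 in *Ahr*-/- skin (Fisher's exact test, p = 0.197, adjusted p = 0.525). Tested by camera as a list, the AP-1 genes were not shown to move beyond other genes in *Ahr*+/- skin (4 of 7 above 0, adjusted p = 0.238) or *Ahr*-/- skin (6 of 7 above 0, unadjusted p = 0.0299, adjusted p = 0.0944). With an estimated correlation these were adjusted p = 0.635 and 0.597. The Id family, inhibitors of basic helix-loop-helix factors, had the highest odds ratios, 10.06 in *Ahr*+/- skin (*Id2* and *Id3* fell; Fisher's exact test, p = 0.0434, adjusted p = 0.347) and 10.22 in *Ahr*-/- skin (*Id1* rose, *Id2* and *Id4* fell; Fisher's exact test, p = 0.0388, adjusted p = 0.31). Of 5 genes of the C/EBP family, *Cebpd* responded in *Ahr*+/- skin, and *Cebpb*, *Cebpd* and the stress gene *Ddit3* in *Ahr*-/- skin. The *Junb* call in *Ahr*+/- skin was lost without *Ahr*+/- untreated replicate 2 (0.96, adjusted p = 0.0807) or 3 (adjusted p = 0.149) and without *Ahr*+/- IMQ replicate 1 (adjusted p = 0.169) or 2 (adjusted p = 0.185), and also on all probe sets (adjusted p = 0.0574), from the mean of all probe sets (adjusted p = 0.0516), with a variance trend (adjusted p = 0.051), in the fit to the groups compared alone (adjusted p = 0.0853) and by the rank product (pfp 0.171). Its adjusted p ran from 0.008 to 0.185 over the alternatives other than the rank product. The *Jund* call in *Ahr*-/- skin was lost without *Ahr*-/- untreated replicate 1 or 2 (adjusted p = 0.116 and 0.0816) or *Ahr*-/- IMQ replicate 1 or 3 (adjusted p = 0.0572 and 0.0845), from the mean of all probe sets (-0.14, adjusted p = 0.474), by the rank product (pfp 0.246) and with the *Gapdh* 3'/5' ratio as a covariate (adjusted p = 0.0624). Without *Ahr*+/- IMQ replicate 2 the value of *Fos* in *Ahr*+/- skin was 0.95 (adjusted p = 0.143), with adjusted p from 0.0177 to 0.17 over the alternatives other than the rank product. Without *Ahr*+/- IMQ replicate 3 *Fos* was called there (2.30, adjusted p = 0.0177), and the AP-1 odds ratio was 11.22 (Fisher's exact test, p = 0.00713).

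**Figure D2:**
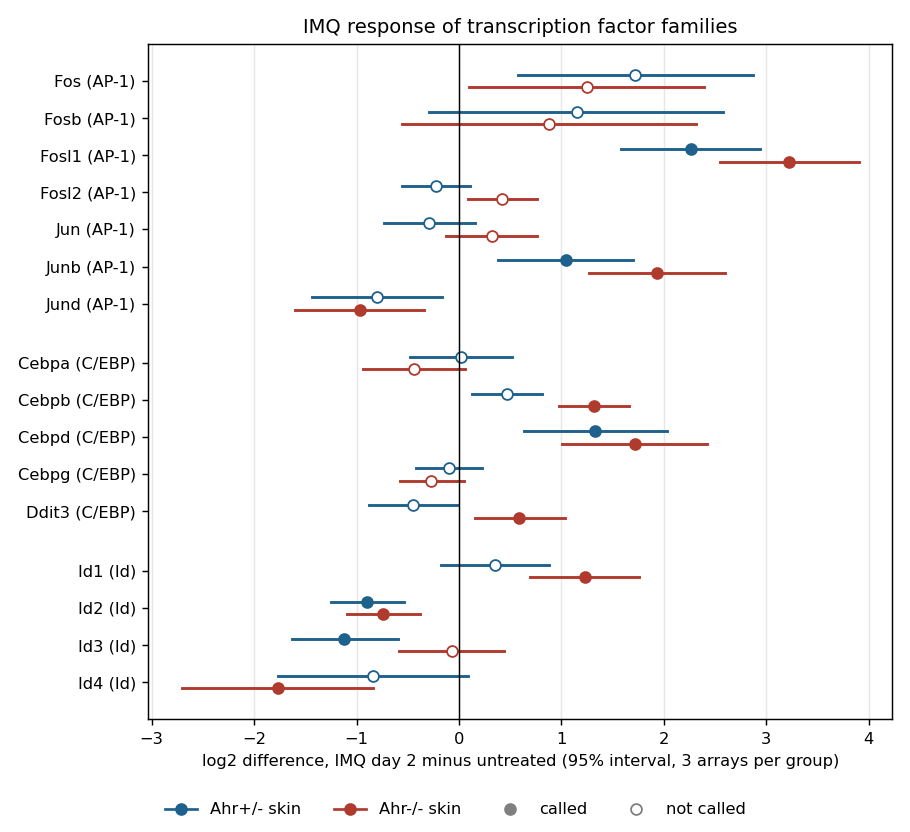
Log2 difference between IMQ-treated and untreated skin for the measured genes of the AP-1, C/EBP and Id families in *Ahr*+/- (blue) and *Ahr*-/- skin (red), with 95% intervals over 3 arrays per group and filled points for called genes. *Fosl1* lies at 2.26 and 3.22, and *Id2* at -0.90 and -0.74.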

By using Ingenuity pathway analysis, we identified a number of psoriasis-annotated transcription factors regulated by the IMQ treatment and found an overrepresentation of the activator protein-1 (AP-1) family of transcription factors (Figure 7A). AP-1 regulates a range of biological mechanisms, including keratinocyte differentiation and proliferation (Bata-Csorgo and Szell, 2012) and epithelial cell immune activation (Wang et al., 2013). Also, the AP-1 family member JunB, whose activity is transcriptionally regulated (Karin et al., 1997), is increased in psoriasis and localizes to keratinocyte nuclei within the hyperplastic epidermis of psoriasis lesions (Haider et al., 2006; Swindell et al., 2013). We found the expression of *Junb* significantly increased in the skin of *Ahr*^−/−^ mice as compared to *Ahr*^+/−^ mice in the early phase (day 2) of IMQ-induced inflammation (Figure 7B), whereas whole skin isolated from FICZ-treated wild-type mice showed reduced *Junb* levels (Figure 7C), suggesting that AhR can control the expression of this AP-1 family member. Moreover, isolated keratinocytes from *Ahr*^−/−^ mice significantly upregulated JunB protein (Figure 7D) and mRNA (Figure S6) in response to IL-1β and iCM. Finally, inhibition of the AP-1 pathway with the inhibitor Tanshinone IIA (Tseng et al., 2013) resulted in decreased expression of proinflammatory genes in *Ahr*^*−*/−^ keratinocytes (Figure 7E). These findings show that AhR controls the expression of other transcription factors responsible for establishing an inflammatory transcriptional program in keratinocytes, e.g., AP-1, and thus constitutes a crucial regulator in the development of skin inflammatory processes.

## Discussion

The contribution of environmental factors to the pathogenesis of inflammatory disorders is well known, but the nature and mode of action of such stimuli remains ill defined. We show here that environmental signals transmitted via AhR dampen the inflammatory response in both mouse and human skin. Lack of *Ahr* causes hyperinflammation, whereas deliberate AhR activation with the endogenous ligand FICZ ameliorates the inflammatory profile in both human psoriasis samples and the mouse model of psoriasiform skin inflammation. Our data emphasize the cross-talk between cells of the immune system and nonhematopoetic cells during inflammation, and it is now widely recognized that such interactions crucially underpin both the homeostasis of the skin environment and its dysregulation in diseases such as psoriasis (Di Meglio et al., 2011; Lowes et al., 2013). The focus for therapeutic intervention in psoriasis is currently on modulating inflammatory immune parameters such as IL-17, IL-12, IL-23, or TNF (Lowes et al., 2013), which are the immune drivers of skin pathology in both human disease and the mouse model. In agreement with the literature (Pantelyushin et al., 2012; Van Belle et al., 2012; van der Fits et al., 2009), we found many parameters linked to the IL-17 program highly upregulated in IMQ-induced skin inflammation and even further exacerbated in *Ahr*^−/−^ mice. However, our data show that immune cells are not the main cause for the hyperreactivity observed in *Ahr*-deficient mice. Instead, the response of nonhematopoietic skin cells, primarily keratinocytes but also skin fibroblasts, to inflammatory stimuli was severely dysregulated in the absence of AhR. However, in vivo blockade of this cytokine was not sufficient to dampen the exaggerated skin response of *Ahr*-deficient mice (data not shown), suggesting that multiple inflammatory pathways are involved.

It was important to delineate contributions by different cell types because it was suggested, for instance, that the epidermal TCR-γδ population, which interacts with keratinocytes (Chodaczek et al., 2012) and is absent in *Ahr*^−/−^ mice (Kadow et al., 2011; Li et al., 2011), may fulfil protective functions in cutaneous inflammation (Girardi et al., 2006; Kadow et al., 2011). However, mice with selective *Ahr* deficiency resulting from Rag1 Cre-mediated deletion also lack this population, yet did not display the widespread overreaction seen in *Ahr*^−/−^ skin although they displayed some abnormalities in the epidermis. All bone-marrow chimeras lacked epidermal γδ T cells because the hosts were Rag1 deficient and epidermal γδ T cells cannot be reconstituted by BM from adult mice, yet only those chimeras with *Ahr* deficiency in the nonhematopoietic compartment displayed the full phenotype seen in *Ahr*-deficient mice.

Both psoriasis pathogenesis in humans and the IMQ model of psoriasiform skin inflammation in the mouse are T cell dependent and rely on the cross-talk between adaptive immune cells and epidermal cells. Thus, it is not surprising that in the complete absence of effector T cells, such as in *Rag1*^*−*/−^ mice, lack of AhR in keratinocytes did not result in increased disease severity.

IL-23-producing myeloid DCs are critical for the IMQ model, whereas plasmacytoid DCs (pDCs) and the type I interferon pathway are dispensable in this mouse model (Wohn et al., 2013). We did not detect infiltration of pDCs in the skin (data not shown) and *Ahr* deficiency restricted to CD11c-expressing antigen-presenting cells did not recapitulate the hyperinflammation of *Ahr*^−/−^ mice, indicating that these cells, although important for establishing inflammation in the first place, were not drivers for the overreaction seen in *Ahr*^−/−^ mice. Of note is the effect of *Ahr* deletion in different cell types on expression of IL-17 and IL-22. In agreement with previous data (Martin et al., 2009), we found that complete *Ahr* deficiency resulted in higher levels of IL-17 probably due to the predominant infiltration of γδ T cells, which produce more IL-17 in *Ahr*-deficient mice. This effect, however, was not evident when *Ahr* deficiency was restricted to T and B cells, suggesting that additional interactions with other *Ahr*-deficient cells, e.g., APCs, contribute to IL-17 induction. Furthermore, in contrast to our previous demonstration that in-vitro-differentiated Th17 cells or γδ T cells require AhR stimulation for IL-22 production, IL-22 was readily detectable in the skin of *Ahr*-deficient mice. It is conceivable that the inflammatory milieu in the skin can provide other factors that could override the requirement for AhR. Finally, the systemic application of the AhR ligand FICZ caused a reduction rather than an increase in IL-17 and IL-22. This is in contrast to the effect of FICZ in vitro or in localized application during EAE, but consistent with its suppressive effect when administered systemically (Duarte et al., 2013).The complexities of cellular interactions in an inflammatory environment that shape these variables require further dissection. However, in the context of our study, we contend that IL-17 and IL-22, although important for the development of psoriasiform inflammation, are not the reason for the exacerbated response of *Ahr*-deficient mice.

The IMQ model of psoriasiform skin inflammation in mice and the pathogenesis process in psoriasis have different kinetics, inflammatory components, and cellular mediators, but nevertheless share critical immunopathological features. Although dispensable for the IMQ model, both type I and II interferon pathways play an important role in human psoriasis (Bowcock et al., 2001). Type I IFN is critical in the early phases of disease initiation in a clinically relevant skin xenotransplant model where it triggers activation and expansion of autoimmune T cells, leading to fully fledged psoriasis plaque formation (Nestle et al., 2005).

A strong IFN-γ genomic (Bowcock et al., 2001) and cellular (Austin et al., 1999) signature is present in psoriasis, and intradermal injection of IFN-γ has been shown to induce several molecular and histological features characteristic of psoriatic lesions in both healthy and psoriatic human skin (Johnson-Huang et al., 2012). *AHR* ligation in human skin biopsies strikingly modulated type I and II interferon pathways, particularly normalizing the proinflammatory signature present in L skin. On the other hand, pharmacological blockade of the *AHR* pathway in ex vivo human skin biopsies and genetic deletion of *Ahr* in the mouse model resulted in an exacerbation of the inflammatory skin signature, whereas activation of the pathway ameliorated both.

Perhaps not surprisingly, human and mouse data did not show mechanistic similarities in terms of genes or pathways affected by AhR. This could be due to the very different ontogeny of the inflammatory skin response, which is provoked by a single agent and short lasting in the mouse, whereas it is multifactorial and chronic in patients. In contrast, the lack of effect of AhR-mediated activation on other relevant psoriasis gene signatures in human samples, such as the antimicrobial response and tissue remodeling, which are affected in the mouse model, could be the result of the short-term culture of the skin biopsies. However, both murine and human keratinocytes lacking AhR were overreactive to proinflammatory stimuli, suggesting shared aspects of pathology, which may diverge later on in the chronic phase of human psoriasis.

It remains to be clarified what the direct targets of AhR are and how these are linked to the inflammatory networks that are affected. The postulated extensive interaction of AhR with other transcription factors, which may be cell type specific, presents a substantial challenge in identifying direct as well as indirect AhR-mediated effects in inflammatory responses. We found dysregulation of the expression of the AP-1 family member *Junb*, which was substantially upregulated in the inflamed skin of *Ahr*-deficient mice and could be readily induced in in vitro keratinocytes stimulated with IL-1β. Moreover, blocking the AP-1 pathway dampened the increase of proinflammatory genes in *Ahr*-deficient keratinocytes. Whereas deletion of *Junb* together with *Jund* in mouse keratinocytes resulted in a skin phenotype resembling psoriasis (Zenz et al., 2005), *JUNB* is upregulated in psoriatic skin (Haider et al., 2006) and a recent comprehensive meta-analysis of the psoriasis transcriptome has revealed an enrichment of AP-1-binding sites among psoriasis-increased genes and pinpointed the increased expression of *JUNB* in psoriasis skin to keratinocytes (Swindell et al., 2013), suggesting a role for the AP-1 pathway and JunB as a critical checkpoint of epidermal homeostasis.

The emerging pattern from analysis of physiological functions of AhR in immune cell types indicates that it affects radically different gene patterns in different cells types (Kiss et al., 2011; Lee et al., 2012; Li et al., 2011; Nguyen et al., 2010; Qiu et al., 2012; Veldhoen et al., 2008), suggesting that AhR may be a modulator of gene expression with different target genes. In keratinocytes, AhR signaling favors epidermal differentiation, thus promoting skin barrier formation (van den Bogaard et al., 2013) and as shown here AhR signaling exerts an anti-inflammatory effect in keratinocytes. More research will be needed to identify the molecular mechanisms underlying the function of AhR in the control of skin homeostasis during inflammatory responses.

Under physiological conditions, AhR signaling appears to be tightly regulated and endogenous ligands such as FICZ are rapidly metabolized via the activity of CYP enzymes that are downstream targets of AhR activation, most notably CYP1A1, the main extrahepatic cytochrome p450 enzyme under control of the AhR (Wincent et al., 2009). In fact it is now assumed that prolonged AhR signaling in response to TCDD, for example, causes dysregulation of its physiological functions (Bock and Köhle, 2006; Mitchell and Elferink, 2009). In keeping with this, expression of a constitutive active form of AhR in keratinocytes caused skin lesions (Tauchi et al., 2005), and we and others (van den Bogaard et al., 2013) have shown beneficial consequences of physiological AhR activation in skin. Interestingly, kynureninase (*KYNU*), an enzyme of the tryptophan catabolism degrading the putative AhR agonist kynurenine, is one of the consistently upregulated genes in psoriatic skin in our data set and in the literature (Tian et al., 2012), and other genes of the tryptophan pathway have also been found to be differentially regulated in psoriatic skin (Gudjonsson et al., 2010). Increased levels of KYNU enzyme might not only reduce kynurenine levels in psoriastic skin but also deplete tryptophan in the tissue, thus interfering in the formation of other AhR ligands such as FICZ. It is possible that deregulation in tryptophan catabolism observed in psoriatic skin might decrease AhR activation and thus result in increased expression of inflammatory mediators in the skin. Thus, reduced levels of endogenous AhR ligands in psoriatic skin might account for the lack of AhR-mediated control of skin homeostasis. It is important also to consider that dietary ligands, which are of fundamental importance in the AhR-mediated control of intestinal homeostasis, may exert effects in tissues other than the gastrointestinal tract. It is worth mentioning that metabolic syndrome and Crohn’s disease are frequently observed comorbidities of psoriasis (Davidovici et al., 2010).

Thus, beneficial effects of AhR activation open the possibility of therapeutic intervention in chronic inflammatory skin disease, but further research is needed to understand the mechanism underlying the physiological consequences of AhR signaling in the immune system.

## Experimental Procedures

Details on human skin biopsy culture, animals, RNA isolation, qPCR, RNA sequencing, microarray analysis, and keratinocyte cultures are listed in Supplemental Information.

### Human Subjects

Lesional and nonlesional psoriasis skin biopsies were obtained from patients of European descendent recruited at the Psoriasis Center, University Medical Center Schleswig-Holstein, Kiel (Germany) and not receiving any systemic treatment at the time of visit. Four skin biopsies were obtained from discarded healthy skin from donors of European descendent undergoing plastic surgery procedures at Guy’s and St. Thomas’ Hospital, London (UK). Full patient and healthy control demographics are in Table S1. Our study was conducted in accordance with the Helsinki Declaration, with written informed consent obtained from each volunteer, and approved by the institutional review board of University of Kiel Medical School and Guy’s and St. Thomas’ Hospital.

### Imiquimod Model of Psoriasiform-like Skin Inflammation

Shaved mouse dorsal skin was treated daily for 5 consecutive days with 30 mg Aldara cream containing 5% Imiquimod (IMQ, Meda AB). On day 5, full-thickness skin biopsies of the treated area were collected with a 8 mm biopsy puncher; skin was either snap frozen in liquid N_2_ for RNA extraction, fixed in neutral buffered formalin (Sigma) for histopathology analysis, or digested as described below to achieve single-cell suspensions. In some experiments, wild-type C57BL/6 mice received vehicle (olive oil) or 100 μg/kg FICZ (Enzo) intraperitoneally on the day before starting the IMQ treatment and then daily until the day of analysis.

### Skin Histopathology

Fixed skin was embedded in paraffin and tissue sections were deparaffinized and stained with H&E for histological analysis. Images were acquired at ×10 magnification with an Olympus VS120 slide scanner. Average epidermal and scale thickness was quantified by a researcher blind to the experimental groups who took five measurements per three sections for each mouse.

### Flow Cytometry Analysis of Skin-Infiltrating Cells

Two 8 mm punch biopsies were minced and shook in a digestion cocktail (400 μg/ml Liberase TL [Roche] and 1 mg/ml collagenase D [Roche] in IMDM medium) for 2 hr at 37°C, then mashed through a 70 μl cell strainer. Flow cytometry was performed with antibodies by Biolegend and cells were acquired on a FACSCantoII (BD). For intracellular cytokine staining, cells were stimulated for 4 hr with PdBU (500 ng/ml) and ionomycin (500 ng/ml) in the presence of brefeldin A (1 μg/ml) and Fc block (BD Bioscience), while simultaneously stained for surface markers, then fixed with 3.8% PFA, permeabilized with 0.1% NP-40, and stained for IL-17A and IL-22 (Biolegend).

### Conditioned Medium from Skin Cell Suspension of Naive or IMQ-Treated Wild-Type Mice

Conditioned media was obtained from supernatants of skin cell cultures from either naive mouse skin or from skin of wild-type mice treated with IMQ for 2 days: after obtaining single-cell suspensions as described earlier, cells were activated with PdBU and ionomycin for 30 min at 37°C in RPMI medium supplemented with 10% fetal calf serum and 2% Pen-Strep-Gln solution (cRPMI), washed to remove PdBU and ionomycin, and incubated in cRPMI for 3 hr at 37°C; the resulting cell-free supernatant was then used as conditioned media.

### Total Cellular Extract and Immunoblot

Primary keratinocytes were washed two times with ice-cold PBS and lysed with NP40 cell lysis buffer (Life Technologies). Protein concentration was determined by the Bio-Rad protein assay kit (Bio-Rad). Cell lysates (20 μg) were separated by SDS-PAGE, transferred onto PVDF membranes (GE Healthcare), and probed with a primary antibody against mouse-JunB (1:1,000, Cell Signaling) and then with anti-rabbit immunoglobulin coupled to peroxidase (1:10,000; GE Healthcare). The immune complexes were visualized by the enhanced chemiluminescence method (Merck Millipore), and results were analyzed by Adobe Photoshop software and normalized to GAPDH.

### Statistical Analysis

Statistical analysis was performed with Prism v.5.0 (GraphPad Software). For in vivo experiments, values are expressed as the mean + SEM of *n* animals and data shown are representative of at least two independent experiments. Comparisons were calculated by unpaired t test, if two groups were assessed, or one-way analysis of variance and Bonferroni-corrected p value for multiple comparisons, if more than two groups were assessed. For qPCR validation of human RNA sequencing, fold changes of treatment versus vehicle control-induced gene expression were assessed for normal Gaussian distribution with D’Agostino & Pearson omnibus normality test and then analyzed by paired two-tailed t test or Wilcoxon signed rank test, as appropriate and shown as box and whiskers (Min-Max). The level of statistically significant difference was defined as p ≤ 0.05.

## Author contributions

P.D.M. and J.H.D. jointly designed and performed the experiments, analyzed and interpreted the data, and wrote the manuscript.

## Figures and Tables

**Figure 1:**
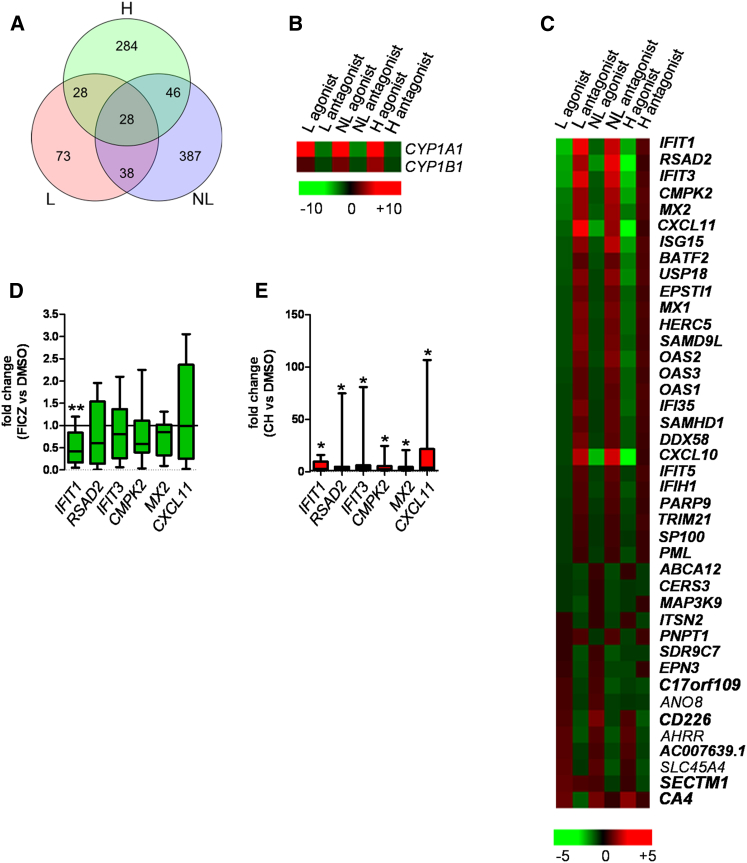
AhR Ligation in Human Skin Biopsies Modulates Psoriasis-Relevant Genes Lesional (L) and nonlesional (NL) skin biopsies from eight psoriasis patients were quartered: one quarter of each was used as baseline and the remaining three quarters were cultured with either vehicle control, the AhR agonist FICZ, or the AhR antagonist CH-223191 for 16 hr. Whole-skin biopsies from five healthy donors (H) were processed in the same way. All samples were subjected to RNA sequencing. (A) Venn diagram showing genes significantly regulated by either FICZ or CH-223191 in at least one out of the three tissue types analyzed (L, NL, H). (B) Heat map of known AhR-target genes modulated by FICZ and CH-223191. Color indicates mean fold change, with green representing decreased and red increased gene expression. (C) Heat map of genes belonging to the “psoriasis transcriptome” (upregulated genes shown in bold) and modulated by FICZ or CH-223191. Genes are sorted by decreasing fold change for agonist effect on L skin. (D) qPCR validation for six top modulated genes downregulated in L skin by agonist-induced AhR activation. Box and whiskers denoting minimum and maximum values are shown. Wilcoxon signed rank test (for *CMPK2*) or paired t test (all other genes) was performed. (E) qPCR validation of six top modulated genes upregulated in NL skin by antagonist-induced AhR inhibition. Box and whiskers denoting minimum and maximum values are shown. Wilcoxon signed rank test was performed.

**Figure 2:**
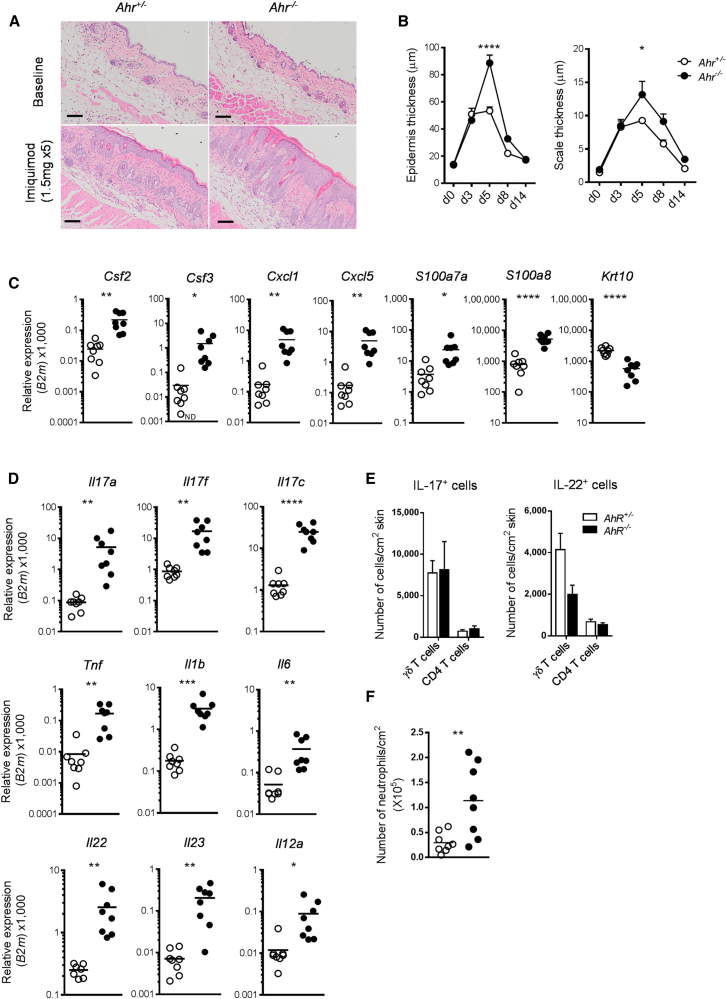
Exacerbated Skin Inflammation in *Ahr*-Deficient Mice (A) Representative images of H&E staining of skin sections from untreated (baseline) and IMQ-treated *Ahr*^+/−^ (open circles) and *Ahr*^−/−^ (filled circles) mice at day 5 (scale bars represent 100 μm). (B) Quantification of epidermal (left) and scale thickness (right) of *Ahr*^*+*/−^ (open circles) and *Ahr*^−/−^ (filled circles) at different time points after initiation of IMQ treatment. (C and D) mRNA expression of proinflammatory mediators and keratinocyte differentiation marker in whole skin from *Ahr*^*+*/−^ (open circles) and *Ahr*^−/−^ (filled circles) mice at day 5. (E) Number of CD4 and γδ T cells expressing IL-17 (left) and IL-22 (right) per cm^2^ skin of IMQ-treated *Ahr*^+/−^ (white bars) and *Ahr*^*−/−*^ (black bars) mice obtained by intracellular cytokine staining. (F) Number of neutrophils (×10^5^) per cm^2^ of skin. Plots show mean ± SEM, n = 3–5 mice per group or mean and values of individual mice, n = 8 mice per group. Results from one representative experiment of two independent experiments are shown. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, and ^∗∗∗∗^p < 0.0001.

**Figure 3:**
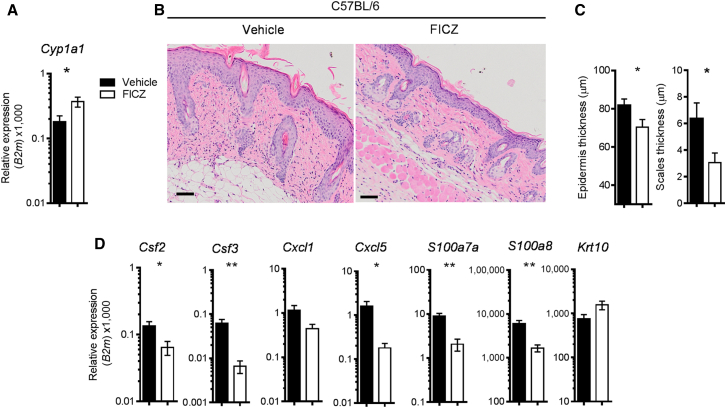
Skin AhR Activation by FICZ Ameliorates IMQ-Induced Psoriasis-like Skin Inflammation (A) *Cyp1a1* expression in skin of IMQ-treated C57BL/6 mice receiving vehicle (black bars) or FICZ (white bars) i.p. for 6 days. (B) H&E staining of skin sections (day 6) from IMQ-treated C57BL/6 mice receiving vehicle or FICZ. (C) Quantification of epidermal (left) and scale thickness (right) at day 6 of vehicle-treated (black bars) or FICZ-treated (white bars) mice. (D) mRNA expression of psoriasis-relevant genes in whole skin from IMQ-treated C57BL/6 mice receiving vehicle (black bars) or FICZ (white bars). Plots show mean ± SEM; n = 5 mice per group. Results from one representative experiment of three independent experiments are shown. ^∗^p < 0.05, ^∗∗^p < 0.01.

**Figure 4:**
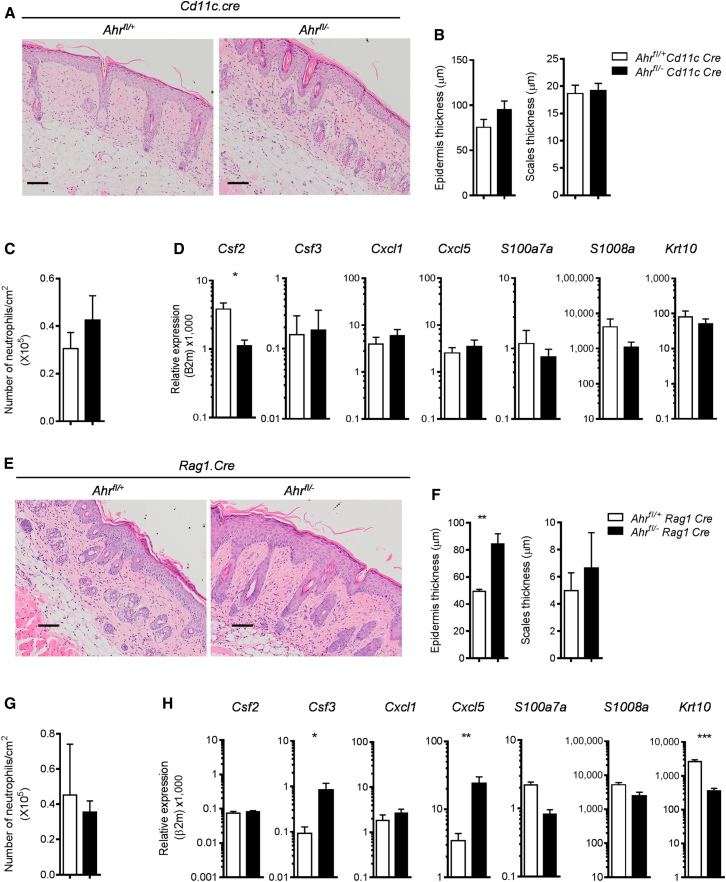
AhR Deficiency in Dendritic Cells or in T and B Cells Does Not Recapitulate the Phenotype of *Ahr*^−/−^ Mice (A) Representative images of H&E staining of skin sections from imiquimod-treated *Ahr*^fl/+^ or *Ahr*^fl/−^*Cd11c.Cre* mice at day 5 (scale bars represent 100 μm). (B) Quantification of epidermal (left) and scale thickness (right) at day 5. (C) Number of neutrophils per cm^2^ of skin as determined by FACS analysis of Ly6G^+^ cells. (D) mRNA expression of psoriasis-relevant genes in whole skin from *Ahr*^fl/+^ (white bars) or *Ahr*^fl/−^*Cd11c.Cre* mice (black bars) at day 5. (E) Representative images of H&E staining of skin sections from imiquimod-treated *Ahr*^fl/+^ or *Ahr*^fl/−^*Rag1.Cre* mice (scale bars represent 100 μm). (F) Quantification of epidermal (left) and scale thickness (right) at day 5. (G) Number of neutrophils per cm^2^ of skin as determined by FACS analysis of Ly6G^+^ cells. (H) mRNA expression of psoriasis -relevant genes in whole skin from *Ahr*^fl/+^ (white bars) or *Ahr*^fl/−^*Rag1.Cre* mice (black bars) at day 5. Plots show mean + SEM; n = 4–6 mice per group. Results from one representative experiment of two independent experiments per mouse strain are shown. ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001.

**Figure 5:**
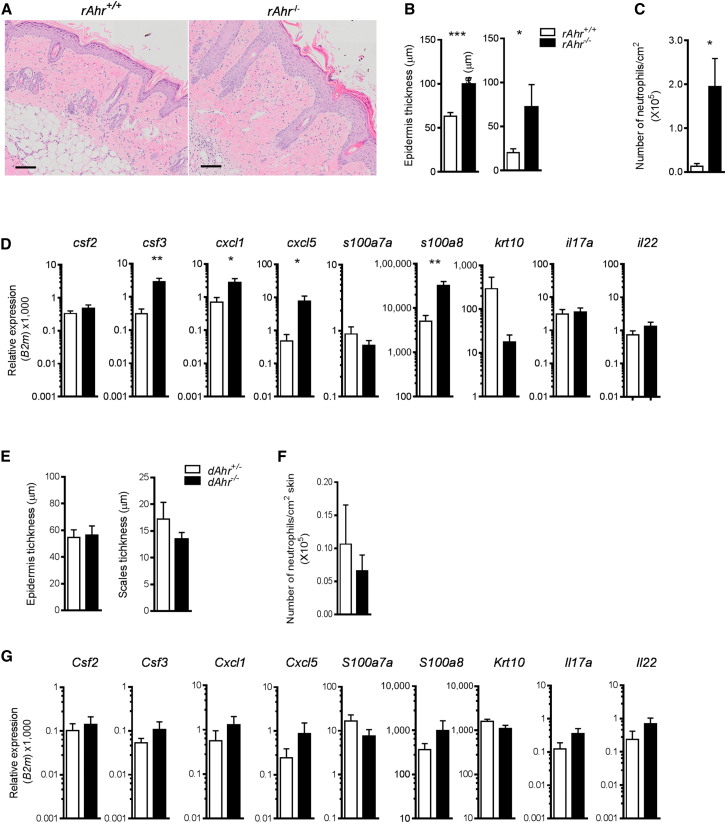
Lack of AhR in Nonhematopoietic Cells Recapitulates Exacerbated Skin Inflammation of *Ahr*^−/−^ Mice (A) Representative images of H&E staining of skin sections from IMQ-treated *Ahr*^+/+^ → *Ahr*^+/+^*Rag1*^−/−^ (rAhR^+/+^) or *Ahr*^+/+^ → *Ahr*^*−/−*^*Rag1*^*−/−*^ (rAhR^−/−^) BM chimeras (scale bars represent 100 μm). (B) Quantification of epidermal (left) and scale thickness (right) of rAhR^+/+^ (white bars) or rAhR^−/−^ (black bars) chimeras at day 5. (C) Number of neutrophils per cm^2^ of skin. (D) mRNA expression of psoriasis-relevant genes in whole skin from rAhR^+/+^ (white bars) or rAhR^−/−^ (black bars) chimeras at day 5. (E) Quantification of epidermal (left) and scale thickness (right) of *Ahr*^*+/−*^*→ Ahr*^*+/+*^*Rag1*^*−/−*^ (dAhR^+/−^, white bars) or *Ahr*^*−/−*^*→ Ahr*^*+/+*^*Rag1*^*−/−*^ (dAhR^−/−^, black bars) chimeras at day 5. (F) Number of neutrophils per cm^2^ of skin. (G) mRNA expression of psoriasis-relevant genes in whole skin from dAhR^+/−^ (white bars) or dAhR^−/−^ (black bars) chimeras at day 5. Plots show mean + SEM; n = 5–7 mice per group. Results from one representative experiment of two independent experiments per each set of chimeras are shown. ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001.

**Figure 6:**
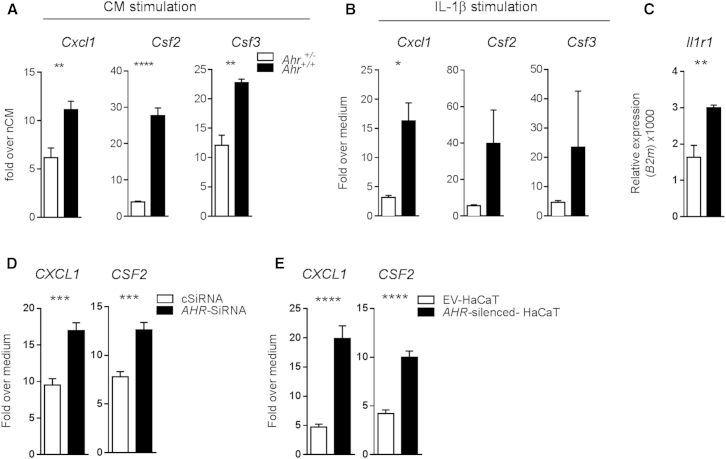
*Ahr-*Deficient Murine and Human Keratinocytes Show Exacerbated Response to Inflammatory Stimuli (A) mRNA expression of proinflammatory mediators in *Ahr*^+/−^ (white bars) and *Ahr*^*−*/−^ (black bars) murine keratinocytes stimulated for 24 hr with conditioned medium nCM and iCM. Data are expressed as fold change over stimulation with iCM over nCM medium. (B) mRNA expression of proinflammatory mediators in *Ahr*^+/−^ (white bars) and *Ahr*^−/−^ (black bars) murine keratinocytes stimulated for 24 hr with recombinant IL-1β (10 ng/ml). Data expressed as fold change over medium control. (C) *Il1r1* mRNA expression in unstimulated murine primary keratinocytes from *Ahr*^+/−^ (white bars) and *Ahr*^*−*/−^ (black bars) mice. (D) mRNA expression of proinflammatory mediators in human primary keratinocytes, transiently transfected for 48 hr with a nontargeting control SiRNA (cSiRNA, white bars) or in which AhR was transiently silenced (AhR-SiRNA, black bars), and stimulated for further 24 hr with human recombinant IL-1β (10 ng/ml). (E) mRNA expression of proinflammatory mediators in human keratinocytes HaCaT cell lines, stable transfected with an empty vector (EV-HaCaT, white bars), or in which AhR had been stable silenced (AhR-silenced HaCaT, black bars), and stimulated for 24 hr with human recombinant IL-1β. Data expressed as fold change over medium control. Results from one representative experiment of two or three independent experiments are shown. Plots show mean ± SEM; n = 3–6 wells per group. ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗∗^p < 0.0001.

**Figure 7:**
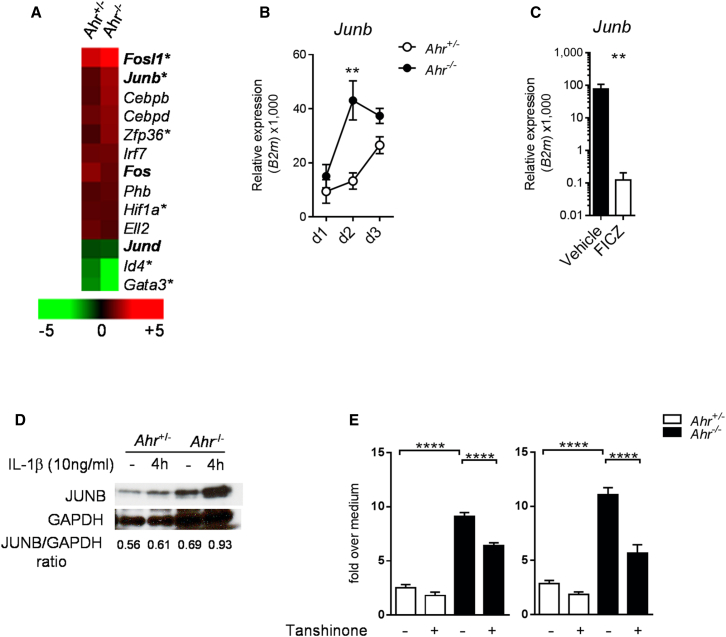
*Ahr*-Deficient Keratinocytes Display Increased Levels of JunB (A) Heat map visualization of IMQ-regulated, psoriasis-annotated transcription factors in whole skin of *Ahr*^+/−^ and *Ahr*^−/−^ mice on day 2 of IMQ treatment. Green color indicates decreased and red color increased gene expression, expressed as mean fold change in IMQ-treated as compared to corresponding untreated mice. AP-1 family transcription factors are marked in bold. Asterisks indicate genes differentially expressed in *Ahr*^*−*/−^ versus *Ahr*^+/−^ skin at day 2 of IMQ treatment. (B) Time course of *Junb* mRNA expression in whole skin from *Ahr*^+/−^ (open circles) and *Ahr*^*−/−*^ (filled circles) mice. (C) *Junb* mRNA expression in whole skin from IMQ-treated C57BL/6 mice receiving vehicle (black bars) or FICZ (white bars) at day 6. (D) Immunoblot showing JunB protein levels in *Ahr*^+/−^ (white bars) and *Ahr*^−/−^ (black bars) murine keratinocytes stimulated for 4 hr with recombinant IL-1β (10 ng/ml). Values denotes JunB/GAPDH densitometry ratio. (E) mRNA expression of *Csf2* and *Csf3* in murine keratinocytes stimulated for 24 hr with recombinant IL-1β (10 ng/ml) with or without Tanshinone (1 μM). Data expressed as fold change over medium control. Plots show mean ± SEM; n = 3–6 wells or mice per group. Results from one representative experiment of two independent experiments are shown. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, and ^∗∗∗∗^p < 0.0001.

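Of the 12 transcription factor genes of the heat map that were measured, 5 rose and 1 fell after IMQ in *Ahr*+/- skin (8 and 2 when adjusted over the list alone), and 8 rose and 3 fell in *Ahr*-/- skin (9 and 3 when adjusted over the list alone). *Hif1a*, which encodes the hypoxia-responsive factor HIF-1α, and *Ell2*, a transcription elongation factor gene, rose in both genotypes. *Gata3*, a factor of epidermal differentiation and of T cells, fell in both genotypes, by 1.75 on the log2 scale in *Ahr*+/- skin (standard error 0.27, adjusted p = 0.0016 from limma) and by 2.69 in *Ahr*-/- skin (standard error 0.27, adjusted p = 2.71e-05 from limma). *Hif1a* had log2 fold changes of 1.08 (adjusted p = 0.0036) and 1.06 (adjusted p = 0.00134) in *Ahr*+/- and *Ahr*-/- skin, and *Ell2* of 1.31 (adjusted p = 0.000639) and 0.91 (adjusted p = 0.0022). *Cebpd* rose by 1.33 in *Ahr*+/- skin (adjusted p = 0.0219) and by 1.72 in *Ahr*-/- skin (adjusted p = 0.00209); without *Ahr*+/- IMQ replicate 1 the value in *Ahr*+/- skin was 1.03 (adjusted p = 0.0983), and in the fit to the *Ahr*+/- groups alone its adjusted p was 0.0931. Called in *Ahr*-/- skin alone were *Cebpb* (1.32, adjusted p = 9.4e-05), *Zfp36*, which encodes the mRNA-destabilizing protein tristetraprolin (1.69, adjusted p = 0.00304), the interferon-responsive *Irf7* (1.35, adjusted p = 0.0295), *Id4* (-1.77, adjusted p = 0.00877) and *Jund*. In *Ahr*+/- skin the log2 fold changes of these genes ran from -0.84 for *Id4* to 1.36 for *Irf7*. The *Id4* value was -0.41 without *Ahr*+/- untreated replicate 2 and -0.30 without *Ahr*+/- IMQ replicate 1, and on all probe sets *Id4* was called (-1.56, adjusted p = 0.0302), with adjusted p from 0.0302 to 0.731 over the alternatives other than the rank product. The *Irf7* call in *Ahr*-/- skin was lost without *Ahr*-/- untreated replicate 1 (adjusted p = 0.0748) or 3 (adjusted p = 0.107) or *Ahr*-/- IMQ replicate 2 (adjusted p = 0.12) and with the *Gapdh* 3'/5' ratio as a covariate (adjusted p = 0.218), and without *Ahr*+/- untreated replicate 1 *Irf7* was called in *Ahr*+/- skin (1.91, adjusted p = 0.00361); without *Ahr*+/- untreated replicate 2 *Jund* was called there (-1.01, adjusted p = 0.0398).
No response of the 12 genes was shown to differ between the genotypes by limma over all genes. That of *Cebpb* differed when adjusted over the list alone. For that difference 2 genes had an unadjusted p under 0.05 upward and 1 downward, and *Cebpb* had the lowest adjusted p (0.85, standard error 0.22, adjusted p = 0.0803). As a list the genes moved up by camera in *Ahr*+/- skin (adjusted p = 0.00335; adjusted p = 0.158 with an estimated correlation) and in *Ahr*-/- skin (adjusted p = 0.0248; adjusted p = 0.258 with an estimated correlation). The study chose the list on these samples, so neither these tests nor the counts over the list alone are independent evidence. The rank product test called 1 of the 12 genes in *Ahr*+/- skin and 2 in *Ahr*-/- skin. *Phb* had no probe set for that gene alone and was not measured.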

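On day 2 of IMQ treatment, *Ahr*-/- skin held more mRNA of interleukin 1β and of neutrophil-attracting chemokines, and less of the keratins *Krt10* and *Krt1* of differentiating epidermis, than *Ahr*+/- skin. *Il1b* was 12.68 ± 0.13 in *Ahr*-/- and 8.59 ± 1.19 in *Ahr*+/- skin (mean log2 signal ± SD, n = 3 arrays), a log2 difference of 4.09 (standard error 0.45, adjusted p = 0.000585 from limma) with every *Ahr*-/- array above every *Ahr*+/- array. The chemokine genes *Cxcl2* and *Ccl3* were higher in *Ahr*-/- skin by 5.23 (standard error 0.79, adjusted p = 0.00351) and 5.00 (standard error 0.57, adjusted p = 0.000714) on the log2 scale. In *Ahr*+/- IMQ replicates 1, 2 and 3 the signals were 10.67, 7.82 and 5.99 for *Cxcl2* and 8.54, 5.98 and 5.43 for *Ccl3*. The standard errors pool this spread with the smaller spread of the other groups, so they understate it. *Krt10* was 10.99 ± 0.53 in *Ahr*-/- and 13.7 ± 1.2 in *Ahr*+/- skin (SD, n = 3 arrays), a log2 difference of -2.71 (standard error 0.45, adjusted p = 0.00593 from limma), and its partner *Krt1* had one of -2.79 (standard error 0.46, adjusted p = 0.00616). In *Ahr*+/- IMQ replicates 2 and 3 the signals of *Krt10* (14.33 and 14.46) and *Krt1* (14.09 and 14.27) lie near the top of the arrays' range. That compresses differences, while the values with a covariate given next are smaller, so the sizes of the *Krt10* and *Krt1* differences are uncertain. With the *Gapdh* 3'/5' ratio as a covariate the log2 differences were 4.30 for *Il1b* (adjusted p = 0.0409), 5.32 for *Cxcl2* (adjusted p = 0.159), 5.04 for *Ccl3* (adjusted p = 0.0648) -2.23 for *Krt10* (adjusted p = 0.292) and -2.40 for *Krt1* (adjusted p = 0.279), and with *Ahr*-/- IMQ replicate 3 alone the *Il1b* difference was 4.21 (adjusted p = 0.064).
Of the 6 transcription factor genes *Fosl1*, *Junb*, *Zfp36*, *Hif1a*, *Id4* and *Gata3*, none passed limma's test of *Ahr*-/- against *Ahr*+/- skin over all genes. At an unadjusted p under 0.05, *Junb* and *Zfp36* were higher and *Id4* and *Gata3* lower in *Ahr*-/- skin, and the same 4 genes passed when adjusted over the list alone, a list that the study chose on these samples. *Junb* was 9.49 ± 0.54 in *Ahr*-/- and 8.51 ± 0.54 in *Ahr*+/- skin (SD, n = 3 arrays), a log2 difference of 0.98 (standard error 0.31, adjusted p = 0.0931 from limma). *Zfp36* differed by 1.03 (standard error 0.34, adjusted p = 0.109), *Id4* by -1.50 (standard error 0.43, adjusted p = 0.0705) and *Gata3* by -0.93 (standard error 0.27, adjusted p = 0.0734). With the *Gapdh* ratio as a covariate these were 0.21, -1.19 and -1.18 (adjusted p = 1, 0.789 and 0.39). *Fosl1* had a log2 difference of 0.63 (adjusted p = 0.269), which was -0.10 with the *Gapdh* ratio as a covariate, and *Hif1a* one of 0.08 (adjusted p = 0.829), which was -0.18 from the mean of all its probe sets. A rank product test, written anew, called none of the 6, with *Id4* the closest (pfp 0.0205) and *Junb* at a pfp of 0.101. In simulated data that test recovered 2% of the genes changed by 2-fold in this comparison. The signal of *Junb* was 9.62 and 9.95 in *Ahr*-/- IMQ replicates 1 and 2, the arrays with the high *Gapdh* ratios, and 8.91 in replicate 3, and its log2 difference was 0.46 (standard error 0.41) with that ratio as a covariate.
Alternatives changed 4 of these calls. Array weights called *Junb* (adjusted p = 0.0221), *Zfp36* (adjusted p = 0.028), *Id4* (adjusted p = 0.00497) and *Gata3* (adjusted p = 0.0266), and the replicate number as a block called *Junb* (adjusted p = 0.0213) and *Id4* (adjusted p = 0.0463). Without *Ahr*-/- IMQ replicate 3, *Junb* (1.28, adjusted p = 0.0286) and *Zfp36* (1.46, adjusted p = 0.0126) were called, and without *Ahr*+/- IMQ replicate 1, *Id4* (-2.04, adjusted p = 0.00565) and *Gata3* (-1.25, adjusted p = 0.00795) were. Over the alternatives other than the rank product, the adjusted p ran from 0.0213 to 0.972 for *Junb*, 0.0126 to 1 for *Zfp36*, 0.00497 to 0.789 for *Id4* and 0.00795 to 0.39 for *Gata3*. From Ingenuity pathway analysis the paper reports an overrepresentation of AP-1 members among psoriasis-annotated transcription factors under IMQ, shown in the heat map. In a time course of *Junb* mRNA in whole skin it then reports significantly higher expression in *Ahr*-/- than in *Ahr*+/- mice on day 2.

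**Figure D3:**
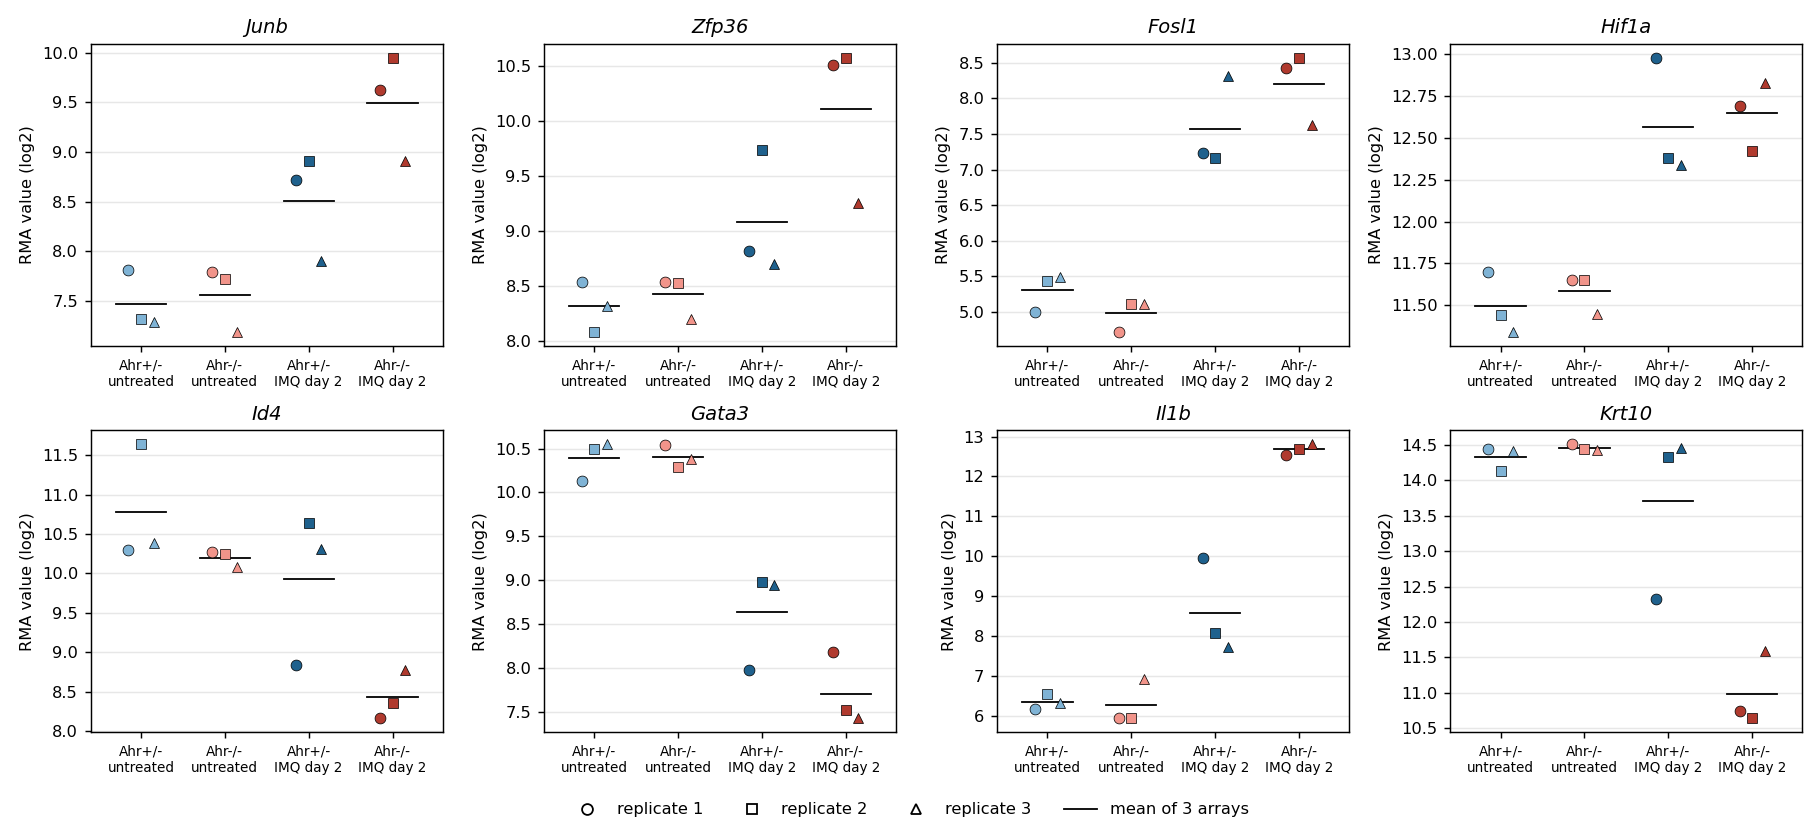
Log2 RMA signal of the 6 transcription factor genes and of *Il1b* and *Krt10* in each array, by genotype and treatment, with the mean of each group of 3 arrays as a line. *Junb* lies between 7.9 and 8.91 in *Ahr*+/- and between 8.91 and 9.95 in *Ahr*-/- IMQ-treated skin, and *Il1b* does not overlap between them.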

# Supplementary material for: Activation of the Aryl Hydrocarbon Receptor Dampens the Severity of Inflammatory Skin Conditions
**Source:** Immunity. 2014 Jun 19;40(6):989–1001. doi: 10.1016/j.immuni.2014.04.019
**Supplement:** Document S2. Article plus Supplemental Information

# Activation of the Aryl Hydrocarbon Receptor Dampens the Severity of Inflammatory Skin Conditions

Paola Di Meglio,<sup>1,5</sup> João H. Duarte,<sup>1,5</sup> Helena Ahlfors,<sup>1</sup> Nick D.L. Owens,<sup>2</sup> Ying Li,<sup>1</sup> Federica Villanova,<sup>3</sup> Isabella Tosi,<sup>3</sup> Keiji Hirota,<sup>1,6</sup> Frank O. Nestle,<sup>3</sup> Ulrich Mrowietz,<sup>4</sup> Michael J. Gilchrist,<sup>2</sup> and Brigitta Stockinger<sup>1,\*</sup>

<sup>5</sup>Co-first author

<http://dx.doi.org/10.1016/j.immuni.2014.04.019>

This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/3.0/>).

## SUMMARY

Environmental stimuli are known to contribute to psoriasis pathogenesis and that of other autoimmune diseases, but the mechanisms are largely unknown. Here we show that the aryl hydrocarbon receptor (AhR), a transcription factor that senses environmental stimuli, modulates pathology in psoriasis. AhR-activating ligands reduced inflammation in the lesional skin of psoriasis patients, whereas AhR antagonists increased inflammation. Similarly, AhR signaling via the endogenous ligand FICZ reduced the inflammatory response in the imiquimod-induced model of skin inflammation and AhR-deficient mice exhibited a substantial exacerbation of the disease, compared to AhR-sufficient controls. Nonhematopoietic cells, in particular keratinocytes, were responsible for this hyperinflammatory response, which involved upregulation of AP-1 family members of transcription factors. Thus, our data suggest a critical role for AhR in the regulation of inflammatory responses and open the possibility for novel therapeutic strategies in chronic inflammatory disorders.

## INTRODUCTION

The skin is the organ most exposed to environmental insults, and its complex cellular network constitutes an immunological barrier that is crucial for the maintenance of homeostasis (Di Meglio et al., 2011). It is therefore likely that inflammatory disorders of the skin involve environmental factors. One such disorder is plaque-type psoriasis, a disease with complex etio-pathogenesis, characterized by epidermal hyperproliferation and prominent immune infiltrates (Nestle et al., 2009). Cross-talk between innate, adaptive, and epithelial or stromal cells, such as keratinocytes and fibroblasts, underpins the disease pathology (Lowes et al., 2013). A total of 36 disease-associated

loci have been identified as contributing to psoriasis (Tsoi et al., 2012). Environmental risk factors, on the other hand, remain less well defined on a mechanistic basis (Tagami, 1997). Although no mouse model can fully recapitulate the development and features of psoriasis (Gudjonsson et al., 2007), topical application of the imiquimod (IMQ)-containing cream Aldara induces a psoriasiform skin inflammation, which exhibits most of the crucial traits (Swindell et al., 2011) including acanthosis, parakeratosis, neutrophil recruitment, and involvement of the IL-23-IL-17-IL-22 pathway (van der Fits et al., 2009), and is thus increasingly used to dissect the mechanisms of psoriasis pathogenesis.

In order to investigate the potential influence of environmental factors on inflammatory skin disease, we have focused on the ligand-dependent transcription factor aryl hydrocarbon receptor (AhR), which responds to environmental stimuli and plays an important role in the maintenance of intestinal homeostasis. Work from our lab and others has shown that AhR-deficient mice have an inherent weakness of the gut barrier (Kiss et al., 2011; Lee et al., 2012; Li et al., 2011; Qiu et al., 2012). The wide expression of AhR in several cell types of the skin suggests a role for AhR signaling also at this barrier organ. The AhR is a member of the bHLH-PAS family of transcription factors best known for mediating the toxic effects of environmental contaminants such as TCDD (dioxin) and a range of other xenobiotic substances. However, its evolutionary conservation from invertebrate species onward points to a physiological role that does not involve xenobiotic stimuli (Hahn et al., 2006; McMillan and Bradfield, 2007). Endogenous ligands of AhR are found as indoles and flavonoids either of dietary origin (e.g., indolo[3,2-b]carbazole, ICZ) (Bjeldanes et al., 1991; Gillner et al., 1985) or, like the high-affinity ligand 6-formylindolo[3,2-b]carbazole (FICZ), derived from tryptophan metabolism via UV or visible light exposure (Rannug and Fritsche, 2006), which has been found to be physiologically relevant in human skin (Katiyar et al., 2000; Rannug and Fritsche, 2006).

Combining the analysis of psoriasis patient skin biopsies with that of a mouse model of psoriasiform inflammation, we showed that AhR signaling in nonhematopoietic cells plays a central role in preventing excessive skin inflammation.

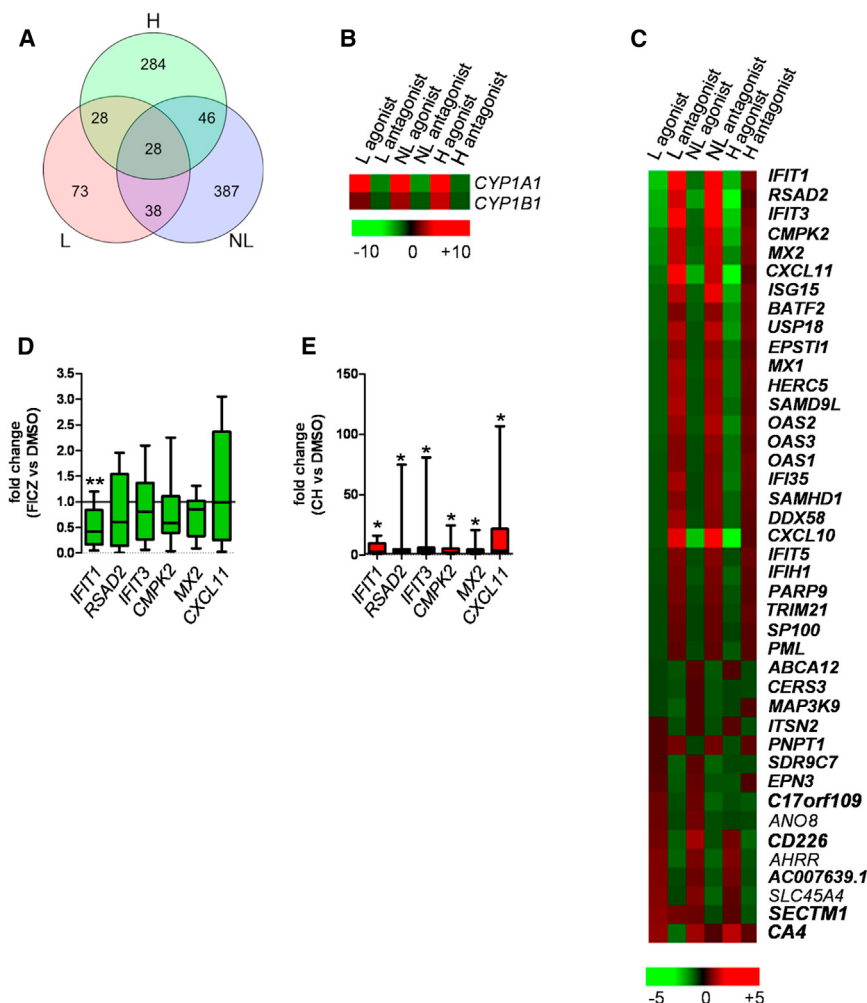

**Figure 1. AhR Ligation in Human Skin Biopsies Modulates Psoriasis-Relevant Genes**

Lesional (L) and nonlesional (NL) skin biopsies from eight psoriasis patients were quartered: one quarter of each was used as baseline and the remaining three quarters were cultured with either vehicle control, the AhR agonist FICZ, or the AhR antagonist CH-223191 for 16 hr. Whole-skin biopsies from five healthy donors (H) were processed in the same way. All samples were subjected to RNA sequencing.

(A) Venn diagram showing genes significantly regulated by either FICZ or CH-223191 in at least one out of the three tissue types analyzed (L, NL, H).

(B) Heat map of known AhR-target genes modulated by FICZ and CH-223191. Color indicates mean fold change, with green representing decreased and red increased gene expression.

(C) Heat map of genes belonging to the "psoriasis transcriptome" (upregulated genes shown in bold) and modulated by FICZ or CH-223191. Genes are sorted by decreasing fold change for agonist effect on L skin.

(D) qPCR validation for six top modulated genes downregulated in L skin by agonist-induced AhR activation. Box and whiskers denoting minimum and maximum values are shown. Wilcoxon signed rank test (for *CMPK2*) or paired t test (all other genes) was performed.

(E) qPCR validation of six top modulated genes upregulated in NL skin by antagonist-induced AhR inhibition. Box and whiskers denoting minimum and maximum values are shown. Wilcoxon signed rank test was performed.

## RESULTS

### AhR Ligation in Human Skin Biopsies Modulates Psoriasis-Relevant Genes

In order to address whether the AhR pathway has a role in human skin pathology, we investigated whether AhR activation via the agonist FICZ or inhibition via the antagonist CH-223191 (Kim et al., 2006) would cause transcriptional changes in psoriasis-related genes. Full-thickness skin biopsies were obtained from lesional (L) and uninvolved nonlesional (NL) skin of eight psoriatic patients not receiving any systemic treatment and from healthy human subjects (N) serving as control (Table S1 available online). The biopsies were quartered and one segment was reserved for RNA sequencing without any treatment. The remaining three quarters were cultured with DMSO (vehicle control), FICZ, or CH-223191 for 16 hr. After treatment all samples were subjected to RNA sequencing. Analysis of the untreated L and NL psoriasis skin samples provided us with genes differentially regulated in the two tissue types, or the "psoriasis transcriptome." The top 25 most significantly regulated genes (Table S2) were in keeping with published data sets (Gudjonsson et al., 2010; Tian et al., 2012) with several members of the S100 protein family significantly upregulated in L versus NL skin. Next, we identified the

transcriptional changes induced by exposure to AhR agonist or antagonist. A flowchart describing step by step our filtering criteria is shown in Figure S1. We identified 884 AhR-modulated genes, defined as genes significantly regulated by either the agonist or the antagonist in at least one out of the three tissue types analyzed (L, NL, H) (Figure 1A). As expected, expression of *CYP1A* and *CYP1B1*, well-characterized AhR-target genes, were found to be highly upregulated in the presence of agonist and downregulated by the antagonist in all three tissue types (Figure 1B). The list of AhR-modulated genes was reduced to 41 genes belonging to the "psoriasis transcriptome," which were mainly upregulated in untreated L skin (Figure 1C, psoriasis-upregulated genes are shown in bold, and Table S3). Out of these, 29 (70%) were reduced after FICZ-induced AhR activation. This effect was most prominent in L skin, as confirmed by qRT-PCR showing a downward trend for the top five regulated genes (*IFIT*, *RSAD2*, *IFIT3*, *CMPK2*, *MX2*), which reached statistical significance for *IFIT1* (Figure 1D). Conversely, treatment with AhR antagonist was able to increase expression of these genes in NL skin, with statistically significant fold change increase for all genes validated by qRT-PCR (Figure 1E). Ingenuity pathway analysis showed that 26 out of 41 psoriasis-relevant genes modulated by AhR belong to the type I and II IFN pathway,

which is known to be upregulated in psoriasis (Figure S1). Thus, AhR appears to play a critical role in modulating the severity of psoriasis. In order to study the influence of AhR in more detail, we employed the mouse model of IMQ-induced psoriasiform inflammation.

#### AhR-Deficient Mice Develop Exacerbated IMQ-Induced Psoriasiform Skin Inflammation

Treatment of AhR-deficient (*Ahr*<sup>-/-</sup>) and AhR-heterozygous littermate control (*Ahr*<sup>+/-</sup>) mice with IMQ over a 5-day period resulted in scaling and parakeratosis of the Stratum corneum and epidermal acanthosis and widespread inflammatory infiltrates, as seen by visual inspection (Figure S2A) and in H&E-stained skin sections (Figure 2A). Untreated skin of *Ahr*<sup>-/-</sup> and *Ahr*<sup>+/-</sup> littermate controls was histologically indistinguishable, but upon treatment the thickening of both epidermis and Stratum corneum was significantly increased in *Ahr*<sup>-/-</sup> mice (Figure 2B). Nevertheless, the exacerbated skin pathology elicited by IMQ treatment in the absence of AhR signaling abated after termination of treatment. Quantitative RT-PCR analysis of inflamed skin from *Ahr*<sup>-/-</sup> mice revealed statistically significant increased expression of growth factors and chemokines involved in neutrophil attraction (*Csf2*, *Csf3*, *Cxcl1*, *Cxcl5*) and of antimicrobial peptides typically present in psoriasis lesions (*S100a7a*, *S100a8*), as well as reduced expression of the keratinocyte differentiation marker *Krt10* (Figure 2C). Moreover, mRNA expression of a number of proinflammatory cytokines, including *Il17a*, *Il17c*, *Il23*, *Il22*, and *Il1b*, which are crucially involved in psoriatic skin inflammation (Di Cesare et al., 2009; van der Fits et al., 2009), was significantly increased in the skin of AhR-deficient mice (Figure 2D). Upregulation of *Il1b* mRNA in *Ahr*<sup>-/-</sup> mice preceded that of IL-17 (Figure S2B) and remained increased at protein level on day 5 (Figure S2C). Although there was substantial infiltration of T cells producing IL-17 cell type cytokines, the majority of which were  $\gamma\delta$  T cells (Figure S2D) as previously reported (Pantelyushin et al., 2012), absolute numbers of IL-17- and IL-22-producing CD4 and  $\gamma\delta$  T cells did not differ between *Ahr*<sup>+/-</sup> and *Ahr*<sup>-/-</sup> mice (Figure 2E). In agreement with our earlier finding (Martin et al., 2009), AhR-deficient  $\gamma\delta$  T cells appear to make more IL-17 on a per cell basis, thus accounting for the increase in IL-17 observed in the skin of *Ahr*<sup>-/-</sup> mice (Figures S2E and S2F). In line with the increase in neutrophil-recruiting chemokines, there was significantly more neutrophil infiltration into the skin in *Ahr*<sup>-/-</sup> mice (Figure 2F), whereas the number of both macrophages and dendritic cells (DCs) did not differ between the two groups (Figure S2G), and we did not observe substantial infiltration of IL-17-producing CD8 T cells or innate lymphoid cells (data not shown). Thus, absence of AhR signaling led to heightened inflammation and exacerbated skin pathology. This phenotype was not restricted to the psoriasiform inflammation induced by IMQ, but also extended to a model of delayed-type hypersensitivity (DTH) skin reactions in AhR-deficient mice, which showed enhanced neutrophil infiltration and increased inflammatory chemokine expression (data not shown).

#### AhR Activation by FICZ Ameliorates IMQ-Induced Psoriasiform Skin Inflammation

Next, we asked whether deliberate triggering of the AhR pathway would have a beneficial effect on skin pathology as seen in hu-

man psoriatic skin. To this end, wild-type mice received intraperitoneal injections of either FICZ or olive oil (vehicle control) daily during the course of IMQ treatment. FICZ administration upregulated expression of *Cyp1a1* mRNA in the skin, as compared to mice receiving vehicle only (Figure 3A), and resulted in attenuated psoriasiform skin inflammation, with milder parakeratosis and cell infiltration (Figure 3B), statistically significant reduction in epidermal and scale thickness (Figure 3C), and reduced expression of proinflammatory mediators (Figures 3D and S3). Thus, activation of the AhR pathway in vivo results in amelioration of psoriasiform skin pathology.

#### AhR Deficiency in Nonhematopoietic Cells Causes Exacerbated Skin Inflammation

In order to identify the AhR-expressing cell type responsible for the hyperinflammatory skin response seen in *Ahr*<sup>-/-</sup> mice, we generated mice with conditional deletion of AhR in distinct immune cell subsets in the skin. *Ahr*<sup>fl/+</sup> *Cd11c*.Cre or *Ahr*<sup>fl/+</sup> *Rag1*.Cre mice, in which AhR is deleted in DCs and some macrophage subsets or in T and B cells, respectively, were treated with IMQ in order to address the contribution of these cells to the exacerbated skin inflammation seen in complete AhR deficiency. qPCR analysis confirmed the deletion of AhR in DCs or in T cells of these mice (Figures S4A and S4C). Lack of AhR in DCs or macrophages did not result in increased inflammation above that observed in control *Ahr*<sup>fl/+</sup> *Cd11c*.Cre mice (Figures 4A–4D and S4B). Lack of AhR in T and B cells resulted in increased skin acanthosis and reduced keratinocyte differentiation, but no difference in skin scaling, expression of the majority of inflammatory mediators, or number of neutrophils when compared to control mice (Figures 4E–4H and S4D). These observations ruled out a role for DCs or macrophages in driving the exacerbated skin inflammation seen in *Ahr*<sup>-/-</sup> mice, but left open the possibility that activation of the AhR pathway in T or B lymphocytes is important for skin homeostasis.

Next, we addressed the contribution of AhR deficiency in non-hematopoietic skin cells such as keratinocytes and fibroblasts. We generated bone marrow (BM) chimeras in which hematopoietic cells were of wild-type origin, whereas the nonhematopoietic compartment was either *Ahr*<sup>-/-</sup> (rAhR<sup>-/-</sup>) or wild-type (rAhR<sup>+/+</sup>) by reconstituting *Ahr*<sup>-/-</sup> *Rag1*<sup>-/-</sup> and control *Ahr*<sup>+/+</sup> *Rag1*<sup>-/-</sup> hosts with BM from *Ahr* wild-type donors. AhR deficiency in the nonhematopoietic compartment recapitulated the hyperinflammatory phenotype of full *Ahr*<sup>-/-</sup> mice with exacerbated epidermal pathology (Figures 5A and 5B), increased neutrophil recruitment (Figure 5C), overexpression of inflammatory markers, and reduced keratinocyte differentiation (Figure 5D). In contrast, expression of both IL-17 and IL-22 was not different in the two experimental groups, making it unlikely that these cytokines are responsible for the hyperinflammatory skin response of *Ahr*<sup>-/-</sup> mice. In line with this, treatment of *Ahr*<sup>-/-</sup> mice with neutralizing antibody to IL-17A did not improve their exaggerated response (Figures S4E–S4G).

BM chimeras in which the nonhematopoietic cells were of wild-type origin, whereas the hematopoietic compartment was either *Ahr*<sup>+/+</sup> (dAhR<sup>+/+</sup>) or *Ahr* deficient (dAhR<sup>-/-</sup>), did not show increased inflammation above that observed in control mice (Figures 5E–5G). Disease severity was not increased in *Ahr*<sup>-/-</sup> *Rag1*<sup>-/-</sup> versus *Ahr*<sup>+/+</sup> *Rag1*<sup>-/-</sup> (data not shown),

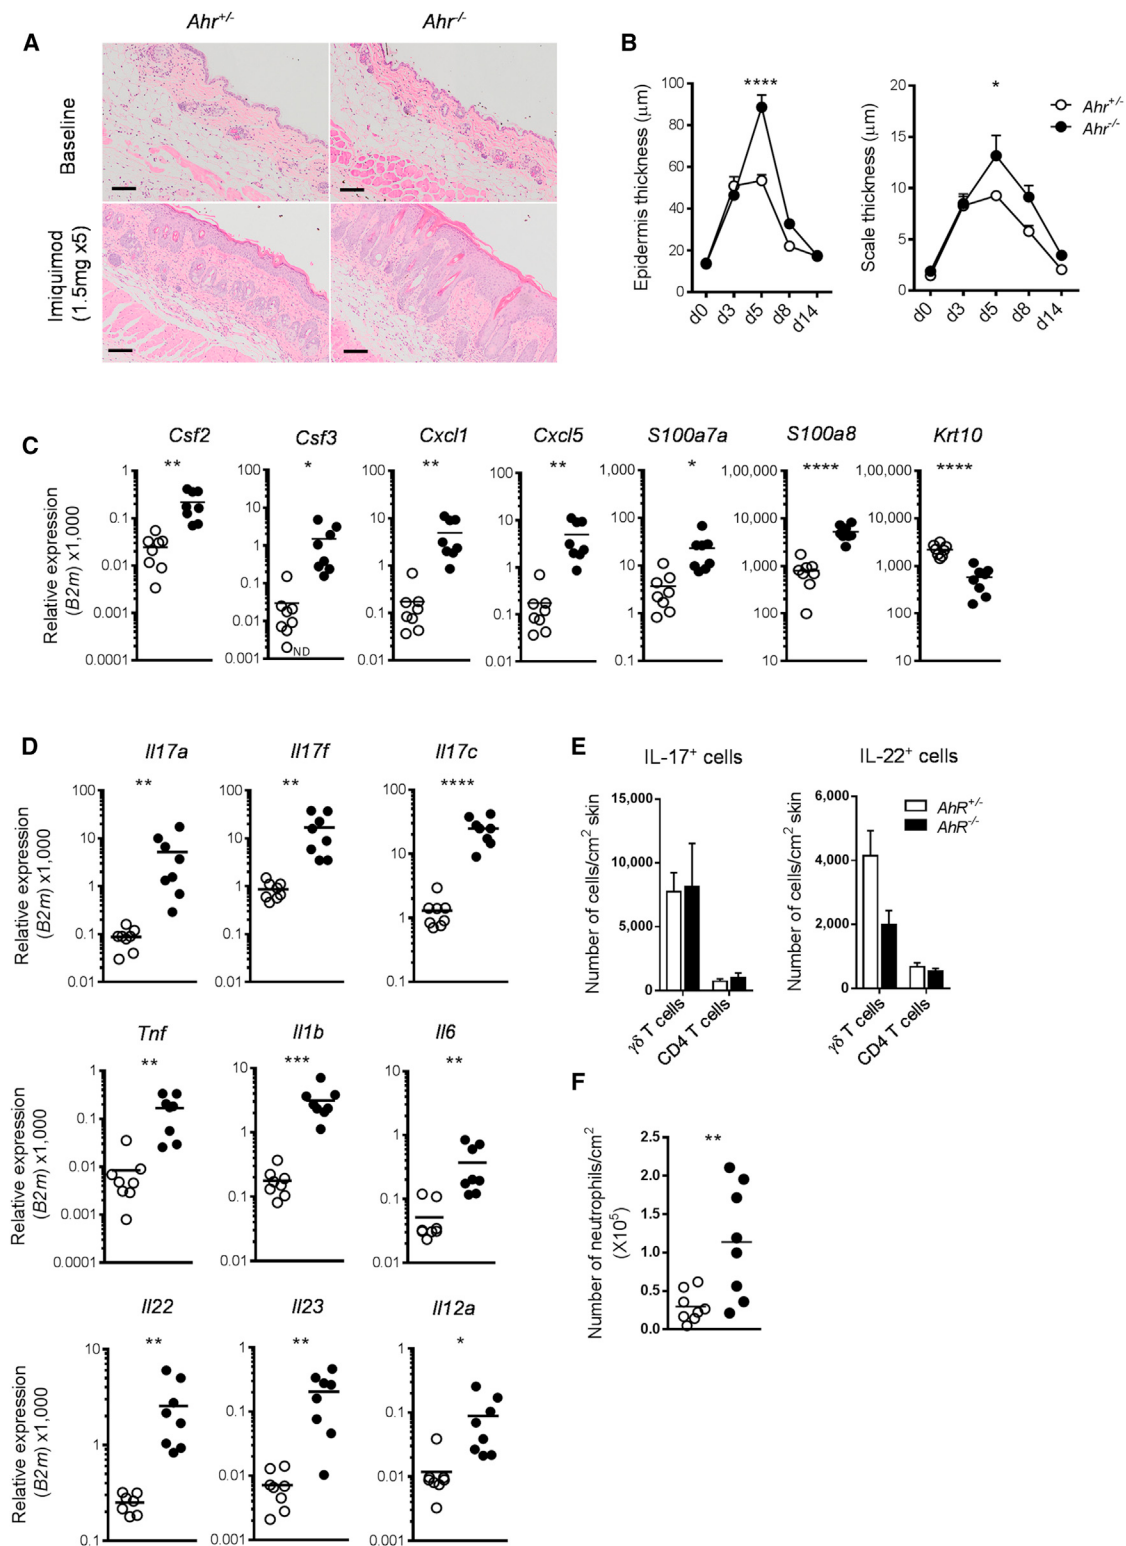

**Figure 2. Exacerbated Skin Inflammation in *Ahr*-Deficient Mice**

(A) Representative images of H&E staining of skin sections from untreated (baseline) and IMQ-treated *Ahr*<sup>+/-</sup> (open circles) and *Ahr*<sup>-/-</sup> (filled circles) mice at day 5 (scale bars represent 100  $\mu$ m).

(B) Quantification of epidermal (left) and scale thickness (right) of *Ahr*<sup>+/-</sup> (open circles) and *Ahr*<sup>-/-</sup> (filled circles) at different time points after initiation of IMQ treatment.

(legend continued on next page)

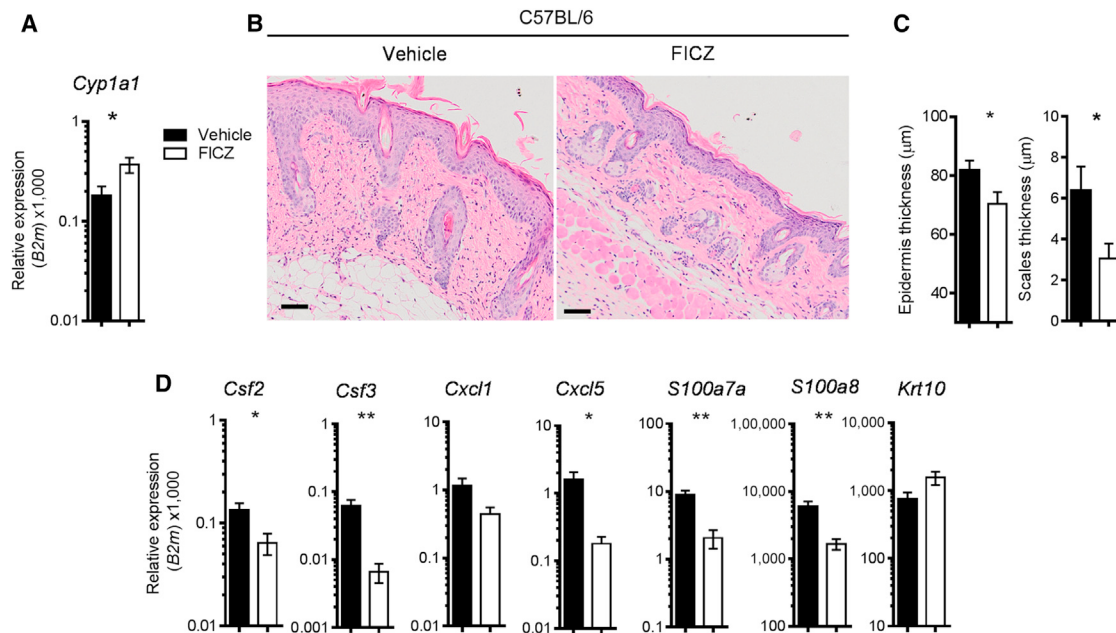

**Figure 3. Skin AhR Activation by FICZ Ameliorates IMQ-Induced Psoriasis-like Skin Inflammation**

(A) *Cyp1a1* expression in skin of IMQ-treated C57BL/6 mice receiving vehicle (black bars) or FICZ (white bars) i.p. for 6 days.

(B) H&E staining of skin sections (day 6) from IMQ-treated C57BL/6 mice receiving vehicle or FICZ.

(C) Quantification of epidermal (left) and scale thickness (right) at day 6 of vehicle-treated (black bars) or FICZ-treated (white bars) mice.

(D) mRNA expression of psoriasis-relevant genes in whole skin from IMQ-treated C57BL/6 mice receiving vehicle (black bars) or FICZ (white bars).

Plots show mean  $\pm$  SEM;  $n = 5$  mice per group. Results from one representative experiment of three independent experiments are shown. \* $p < 0.05$ , \*\* $p < 0.01$ .

emphasizing that the cross-talk between adaptive immune cells and epidermal cells is essential for the exacerbated pathology observed in *Ahr*-deficient mice. Therefore, AhR deficiency in the nonhematopoietic skin compartment is necessary and sufficient for the development of an exacerbated psoriasiform skin response in the presence of a fully functioning adaptive immune system.

#### AhR-Deficient Keratinocytes Show Exacerbated Response to Proinflammatory Cytokines

Our results showed that physiological AhR activation can ameliorate the inflammatory program in nonhematopoietic skin cells. In order to discriminate between the inflammatory response of epithelial and stromal cells, we assessed the response of *Ahr*-sufficient or -deficient keratinocytes to the immune activators produced in the early phase of IMQ-induced skin inflammation. We therefore stimulated keratinocytes from *Ahr*<sup>+/-</sup> and *Ahr*<sup>-/-</sup> mice in vitro with conditioned medium (CM) from in-vitro-reactivated skin cells obtained from either naive (nCM) or 2-day IMQ-treated (iCM) wild-type mice. *Ahr*<sup>-/-</sup> keratinocytes responded to iCM by significantly overex-

pressing proinflammatory cytokine and chemokine mRNA as compared to heterozygous controls (Figure 6A). *Ahr*<sup>-/-</sup> fibroblasts also displayed an increased response as compared to their *Ahr*<sup>+/-</sup> counterparts, although to a lesser extent (data not shown). IL-1 $\beta$  is one of the mediators in the early phase of the IMQ-induced skin inflammation model (Walter et al., 2013), and this cytokine was overrepresented in the conditioned medium obtained from wild-type IMQ-treated mice, far exceeding other cytokines tested such as TNF, IL-23, and IL-17A (data not shown). Indeed, recombinant IL-1 $\beta$  could replace iCM, causing comparable upregulation of inflammatory markers on keratinocytes (Figure 6B), whereas neutralizing IL-1 $\beta$  abrogated the proinflammatory response to the skin cell conditioned medium (Figure S5A). In addition, we also found increased expression of *Il1r1* in ex vivo *Ahr*<sup>-/-</sup> keratinocytes (Figure 6C).

Furthermore, similar hyperresponsiveness was found in human keratinocytes upon knockdown of *AHR* expression. Thus, normal primary keratinocytes in which *AHR* expression was reduced by *AHR*-SiRNA showed overexpression of proinflammatory mediators compared to keratinocytes transfected with

(C and D) mRNA expression of proinflammatory mediators and keratinocyte differentiation marker in whole skin from *Ahr*<sup>+/-</sup> (open circles) and *Ahr*<sup>-/-</sup> (filled circles) mice at day 5.

(E) Number of CD4 and  $\gamma\delta$  T cells expressing IL-17 (left) and IL-22 (right) per cm<sup>2</sup> skin of IMQ-treated *Ahr*<sup>+/-</sup> (white bars) and *Ahr*<sup>-/-</sup> (black bars) mice obtained by intracellular cytokine staining.

(F) Number of neutrophils ( $\times 10^6$ ) per cm<sup>2</sup> of skin.

Plots show mean  $\pm$  SEM,  $n = 3$ –5 mice per group or mean and values of individual mice,  $n = 8$  mice per group. Results from one representative experiment of two independent experiments are shown. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ .

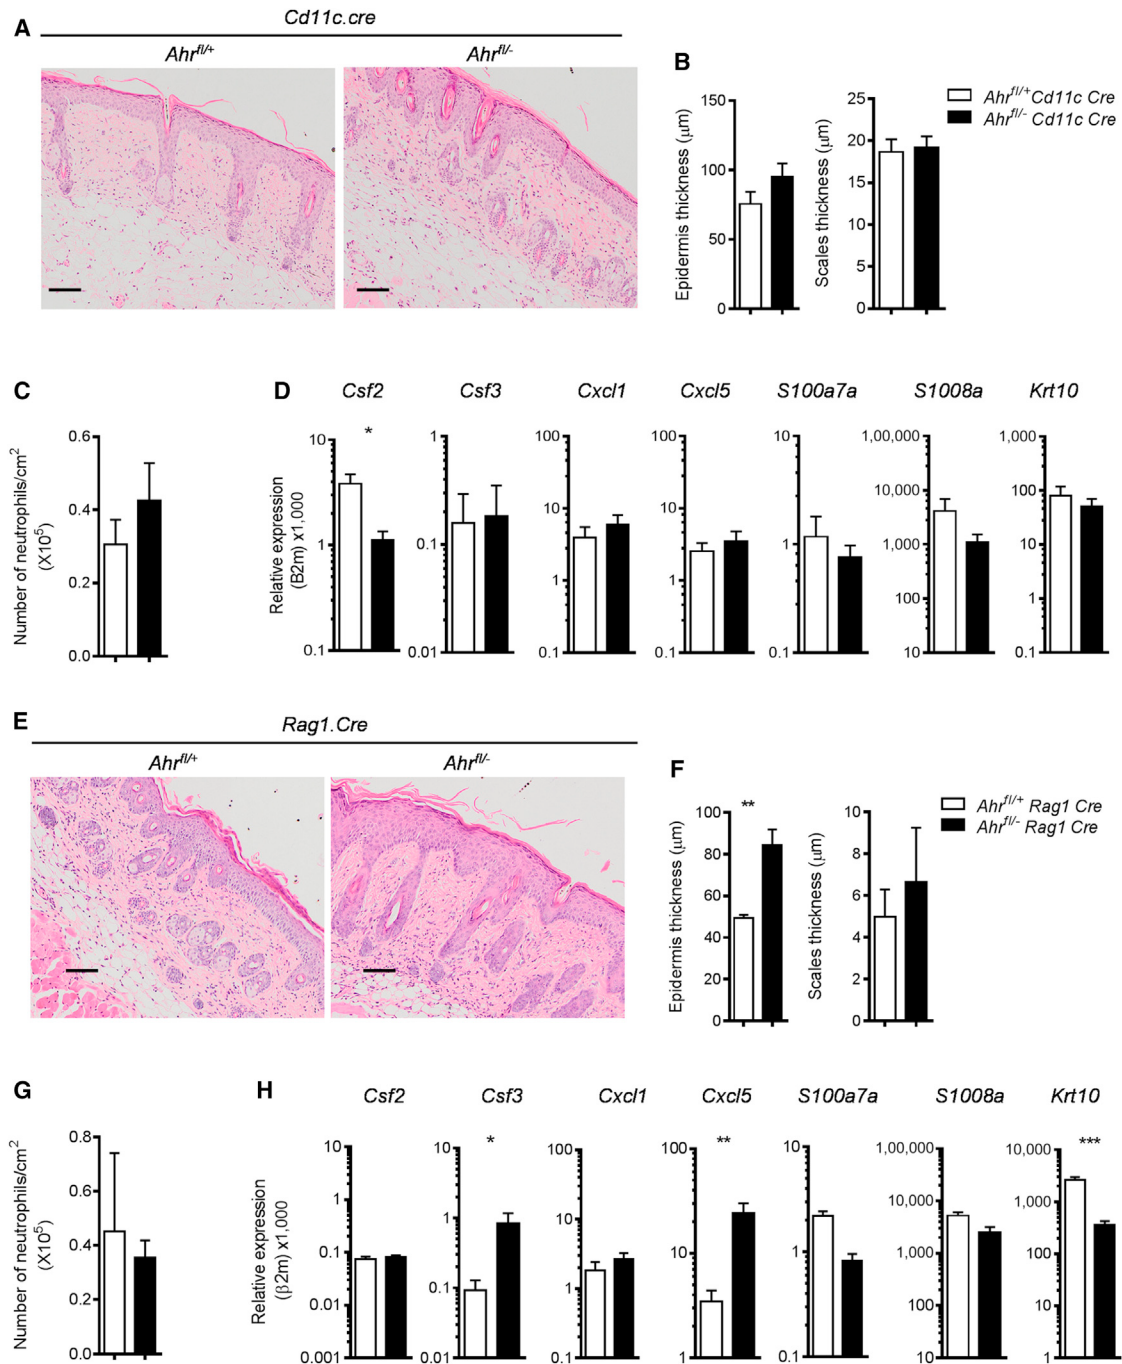

**Figure 4. AhR Deficiency in Dendritic Cells or in T and B Cells Does Not Recapitulate the Phenotype of *Ahr*<sup>-/-</sup> Mice**

(A) Representative images of H&E staining of skin sections from imiquimod-treated *Ahr*<sup>fl/fl</sup> or *Ahr*<sup>fl/fl</sup> *Cd11c.Cre* mice at day 5 (scale bars represent 100  $\mu\text{m}$ ).  
 (B) Quantification of epidermal (left) and scale thickness (right) at day 5.  
 (C) Number of neutrophils per  $\text{cm}^2$  of skin as determined by FACS analysis of Ly6G<sup>+</sup> cells.  
 (D) mRNA expression of psoriasis-relevant genes in whole skin from *Ahr*<sup>fl/fl</sup> (white bars) or *Ahr*<sup>fl/fl</sup> *Cd11c.Cre* mice (black bars) at day 5.  
 (E) Representative images of H&E staining of skin sections from imiquimod-treated *Ahr*<sup>fl/fl</sup> or *Ahr*<sup>fl/fl</sup> *Rag1.Cre* mice (scale bars represent 100  $\mu\text{m}$ ).  
 (F) Quantification of epidermal (left) and scale thickness (right) at day 5.  
 (G) Number of neutrophils per  $\text{cm}^2$  of skin as determined by FACS analysis of Ly6G<sup>+</sup> cells.  
 (H) mRNA expression of psoriasis-relevant genes in whole skin from *Ahr*<sup>fl/fl</sup> (white bars) or *Ahr*<sup>fl/fl</sup> *Rag1.Cre* mice (black bars) at day 5.  
 Plots show mean  $\pm$  SEM;  $n = 4$ –6 mice per group. Results from one representative experiment of two independent experiments per mouse strain are shown.  
 \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

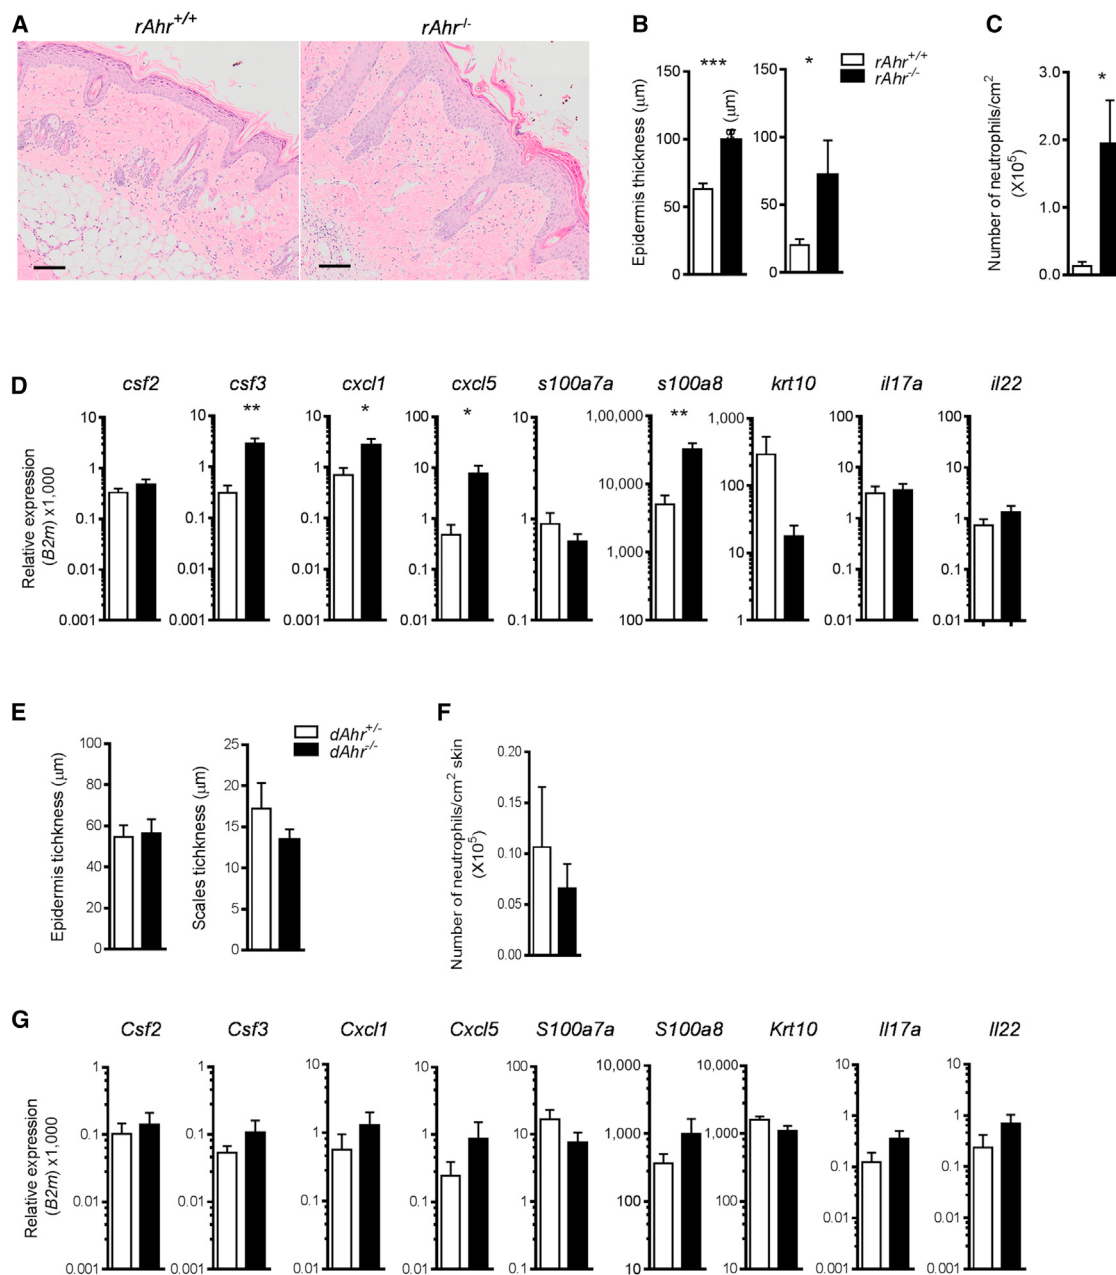

**Figure 5. Lack of AhR in Nonhematopoietic Cells Recapitulates Exacerbated Skin Inflammation of *Ahr*<sup>-/-</sup> Mice**

(A) Representative images of H&E staining of skin sections from IMQ-treated *Ahr*<sup>+/+</sup>  $\rightarrow$  *Ahr*<sup>+/+</sup>*Rag1*<sup>-/-</sup> (*rAhR*<sup>+/+</sup>) or *Ahr*<sup>+/+</sup>  $\rightarrow$  *Ahr*<sup>-/-</sup>*Rag1*<sup>-/-</sup> (*rAhR*<sup>-/-</sup>) BM chimeras (scale bars represent 100  $\mu\text{m}$ ).

(B) Quantification of epidermal (left) and scale thickness (right) of *rAhR*<sup>+/+</sup> (white bars) or *rAhR*<sup>-/-</sup> (black bars) chimeras at day 5.

(C) Number of neutrophils per  $\text{cm}^2$  of skin.

(D) mRNA expression of psoriasis-relevant genes in whole skin from *rAhR*<sup>+/+</sup> (white bars) or *rAhR*<sup>-/-</sup> (black bars) chimeras at day 5.

(E) Quantification of epidermal (left) and scale thickness (right) of *Ahr*<sup>+/+</sup>  $\rightarrow$  *Ahr*<sup>+/+</sup>*Rag1*<sup>-/-</sup> (*dAhR*<sup>+/+</sup>, white bars) or *Ahr*<sup>-/-</sup>  $\rightarrow$  *Ahr*<sup>+/+</sup>*Rag1*<sup>-/-</sup> (*dAhR*<sup>-/-</sup>, black bars) chimeras at day 5.

(F) Number of neutrophils per  $\text{cm}^2$  of skin.

(G) mRNA expression of psoriasis-relevant genes in whole skin from *dAhR*<sup>+/+</sup> (white bars) or *dAhR*<sup>-/-</sup> (black bars) chimeras at day 5.

Plots show mean  $\pm$  SEM;  $n = 5$ –7 mice per group. Results from one representative experiment of two independent experiments per each set of chimeras are shown. \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

a nontargeting SiRNA (cSiRNA) (Figures 6D and S5B). Similar results were also obtained in the spontaneously transformed keratinocyte cell line HaCaT, in which *AHR* had been stably

silenced (*AHR*-silenced HaCaT), when compared to cells transfected with an empty vector (EV-HaCaT) (Figure 6E; Fritsche et al., 2007).

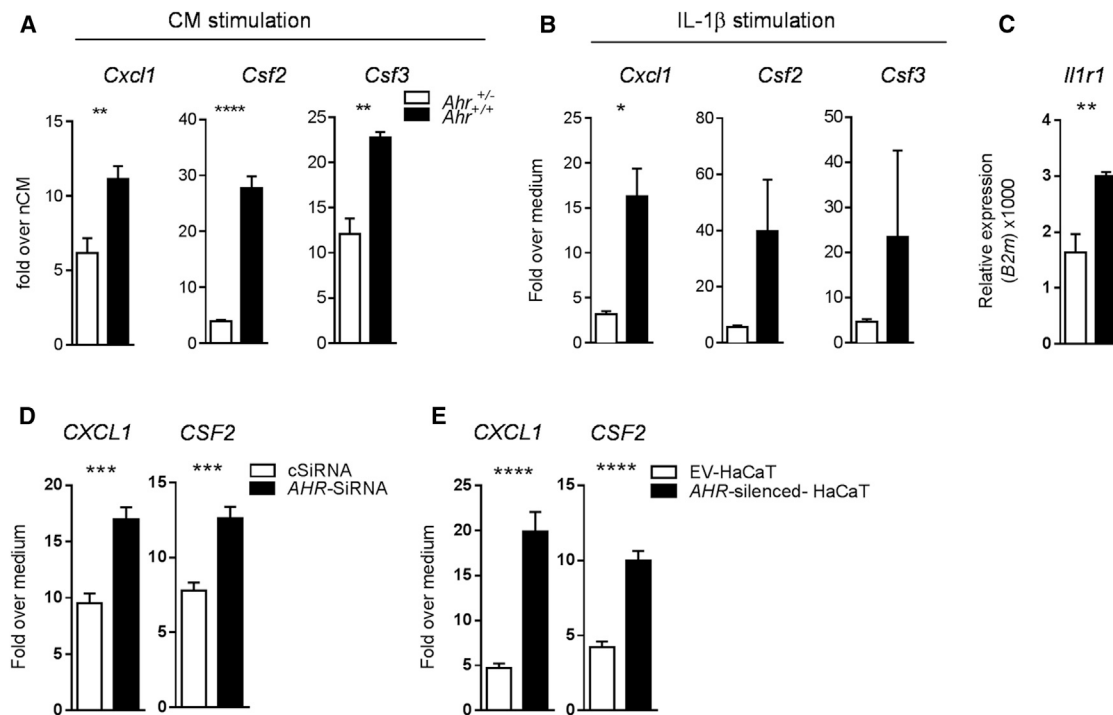

**Figure 6. AhR-Deficient Murine and Human Keratinocytes Show Exacerbated Response to Inflammatory Stimuli**

(A) mRNA expression of proinflammatory mediators in *Ahr*<sup>+/-</sup> (white bars) and *Ahr*<sup>-/-</sup> (black bars) murine keratinocytes stimulated for 24 hr with conditioned medium nCM and iCM. Data are expressed as fold change over stimulation with iCM over nCM medium.

(B) mRNA expression of proinflammatory mediators in *Ahr*<sup>+/-</sup> (white bars) and *Ahr*<sup>-/-</sup> (black bars) murine keratinocytes stimulated for 24 hr with recombinant IL-1β (10 ng/ml). Data expressed as fold change over medium control.

(C) *Il1r1* mRNA expression in unstimulated murine primary keratinocytes from *Ahr*<sup>+/-</sup> (white bars) and *Ahr*<sup>-/-</sup> (black bars) mice.

(D) mRNA expression of proinflammatory mediators in human primary keratinocytes, transiently transfected for 48 hr with a nontargeting control SiRNA (cSiRNA, white bars) or in which AhR was transiently silenced (AHR-SiRNA, black bars), and stimulated for further 24 hr with human recombinant IL-1β (10 ng/ml).

(E) mRNA expression of proinflammatory mediators in human keratinocytes HaCaT cell lines, stable transfected with an empty vector (EV-HaCaT, white bars), or in which AhR had been stable silenced (AHR-silenced HaCaT, black bars), and stimulated for 24 hr with human recombinant IL-1β. Data expressed as fold change over medium control.

Results from one representative experiment of two or three independent experiments are shown. Plots show mean ± SEM; n = 3–6 wells per group. \*p < 0.05, \*\*p < 0.01, and \*\*\*\*p < 0.0001.

Taken together, these results show that nonhematopoietic skin cells, particularly keratinocytes, require AhR to control expression of inflammatory mediators in response to inflammatory stimuli, such as IL-1β. Therefore we conclude that AhR deficiency in both epithelial and stromal cells results in a cell-intrinsic overreaction to inflammatory stimuli, leading to exacerbated skin pathology in vivo.

#### AhR Modulates *JunB* Expression in Keratinocytes

The AhR is thought to be involved in extensive cross-talk with other transcription factors and multiple signaling pathways, which makes the systematic analysis of physiological interactions a challenging task. To gain more insights about how AhR modulates keratinocyte activation, we focused on the early phase of the IMQ treatment and performed microarray analysis of whole skin from *Ahr*<sup>+/-</sup> or *Ahr*<sup>-/-</sup> mice treated for 2 days with IMQ. By using Ingenuity pathway analysis, we identified a number of psoriasis-annotated transcription factors regulated by the IMQ treatment and found an overrepresentation of the activator protein-1 (AP-1) family of transcription factors (Figure 7A). AP-1 regulates a range of biological mechanisms, including keratino-

cyte differentiation and proliferation (Bata-Csorgo and Szell, 2012) and epithelial cell immune activation (Wang et al., 2013). Also, the AP-1 family member JunB, whose activity is transcriptionally regulated (Karin et al., 1997), is increased in psoriasis and localizes to keratinocyte nuclei within the hyperplastic epidermis of psoriasis lesions (Haider et al., 2006; Swindell et al., 2013). We found the expression of *Junb* significantly increased in the skin of *Ahr*<sup>-/-</sup> mice as compared to *Ahr*<sup>+/-</sup> mice in the early phase (day 2) of IMQ-induced inflammation (Figure 7B), whereas whole skin isolated from FICZ-treated wild-type mice showed reduced *Junb* levels (Figure 7C), suggesting that AhR can control the expression of this AP-1 family member. Moreover, isolated keratinocytes from *Ahr*<sup>-/-</sup> mice significantly upregulated JunB protein (Figure 7D) and mRNA (Figure S6) in response to IL-1β and iCM. Finally, inhibition of the AP-1 pathway with the inhibitor Tanshinone IIA (Tseng et al., 2013) resulted in decreased expression of proinflammatory genes in *Ahr*<sup>-/-</sup> keratinocytes (Figure 7E). These findings show that AhR controls the expression of other transcription factors responsible for establishing an inflammatory transcriptional program in keratinocytes, e.g., AP-1, and thus constitutes

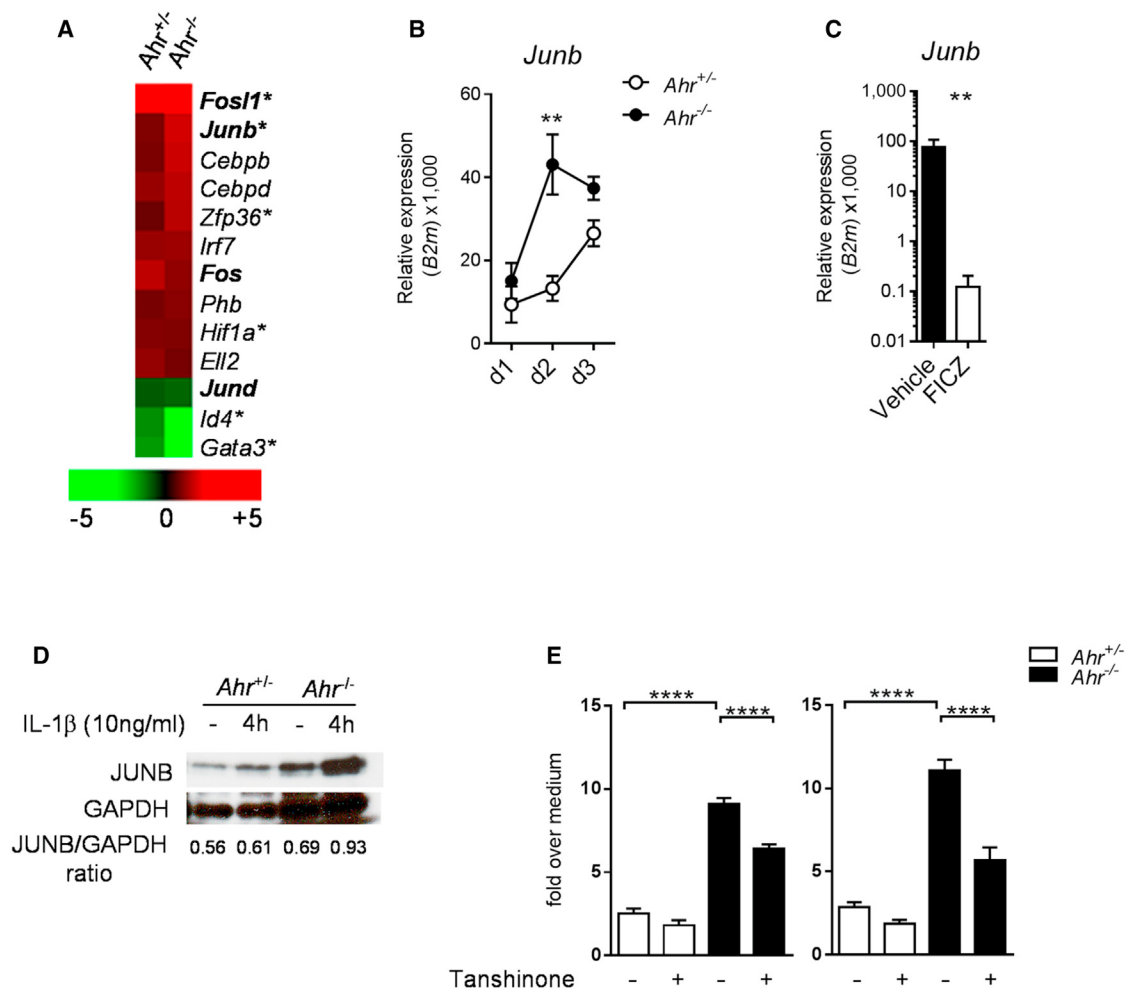

**Figure 7. *Ahr*-Deficient Keratinocytes Display Increased Levels of JunB**

(A) Heat map visualization of IMQ-regulated, psoriasis-annotated transcription factors in whole skin of *Ahr*<sup>+/+</sup> and *Ahr*<sup>-/-</sup> mice on day 2 of IMQ treatment. Green color indicates decreased and red color increased gene expression, expressed as mean fold change in IMQ-treated as compared to corresponding untreated mice. AP-1 family transcription factors are marked in bold. Asterisks indicate genes differentially expressed in *Ahr*<sup>-/-</sup> versus *Ahr*<sup>+/+</sup> skin at day 2 of IMQ treatment. (B) Time course of *Junb* mRNA expression in whole skin from *Ahr*<sup>+/+</sup> (open circles) and *Ahr*<sup>-/-</sup> (filled circles) mice. (C) *Junb* mRNA expression in whole skin from IMQ-treated C57BL/6 mice receiving vehicle (black bars) or FICZ (white bars) at day 6. (D) Immunoblot showing JunB protein levels in *Ahr*<sup>+/+</sup> (white bars) and *Ahr*<sup>-/-</sup> (black bars) murine keratinocytes stimulated for 4 hr with recombinant IL-1β (10 ng/ml). Values denote JunB/GAPDH densitometry ratio. (E) mRNA expression of *Csf2* and *Csf3* in murine keratinocytes stimulated for 24 hr with recombinant IL-1β (10 ng/ml) with or without Tanshinone (1 μM). Data expressed as fold change over medium control. Plots show mean ± SEM; n = 3–6 wells or mice per group. Results from one representative experiment of two independent experiments are shown. \*\*p < 0.01, \*\*\*p < 0.001, and \*\*\*\*p < 0.0001.

a crucial regulator in the development of skin inflammatory processes.

## DISCUSSION

The contribution of environmental factors to the pathogenesis of inflammatory disorders is well known, but the nature and mode of action of such stimuli remains ill defined. We show here that environmental signals transmitted via AhR dampen the inflammatory response in both mouse and human skin. Lack of *Ahr* causes hyperinflammation, whereas deliberate AhR activation with the endogenous ligand FICZ ameliorates the inflammatory

profile in both human psoriasis samples and the mouse model of psoriasiform skin inflammation. Our data emphasize the cross-talk between cells of the immune system and nonhematopoietic cells during inflammation, and it is now widely recognized that such interactions crucially underpin both the homeostasis of the skin environment and its dysregulation in diseases such as psoriasis (Di Meglio et al., 2011; Lowes et al., 2013). The focus for therapeutic intervention in psoriasis is currently on modulating inflammatory immune parameters such as IL-17, IL-12, IL-23, or TNF (Lowes et al., 2013), which are the immune drivers of skin pathology in both human disease and the mouse model. In agreement with the literature (Pantelyushin et al., 2012; Van

Belle et al., 2012; van der Fits et al., 2009), we found many parameters linked to the IL-17 program highly upregulated in IMQ-induced skin inflammation and even further exacerbated in *Ahr*<sup>-/-</sup> mice. However, our data show that immune cells are not the main cause for the hyperreactivity observed in *Ahr*-deficient mice. Instead, the response of nonhematopoietic skin cells, primarily keratinocytes but also skin fibroblasts, to inflammatory stimuli was severely dysregulated in the absence of AhR. However, in vivo blockade of this cytokine was not sufficient to dampen the exaggerated skin response of *Ahr*-deficient mice (data not shown), suggesting that multiple inflammatory pathways are involved.

It was important to delineate contributions by different cell types because it was suggested, for instance, that the epidermal TCR- $\gamma\delta$  population, which interacts with keratinocytes (Chodaczek et al., 2012) and is absent in *Ahr*<sup>-/-</sup> mice (Kadow et al., 2011; Li et al., 2011), may fulfil protective functions in cutaneous inflammation (Girardi et al., 2006; Kadow et al., 2011). However, mice with selective *Ahr* deficiency resulting from Rag1 Cre-mediated deletion also lack this population, yet did not display the widespread overreaction seen in *Ahr*<sup>-/-</sup> skin although they displayed some abnormalities in the epidermis. All bone-marrow chimeras lacked epidermal  $\gamma\delta$  T cells because the hosts were Rag1 deficient and epidermal  $\gamma\delta$  T cells cannot be reconstituted by BM from adult mice, yet only those chimeras with *Ahr* deficiency in the nonhematopoietic compartment displayed the full phenotype seen in *Ahr*-deficient mice.

Both psoriasis pathogenesis in humans and the IMQ model of psoriasiform skin inflammation in the mouse are T cell dependent and rely on the cross-talk between adaptive immune cells and epidermal cells. Thus, it is not surprising that in the complete absence of effector T cells, such as in *Rag1*<sup>-/-</sup> mice, lack of AhR in keratinocytes did not result in increased disease severity.

IL-23-producing myeloid DCs are critical for the IMQ model, whereas plasmacytoid DCs (pDCs) and the type I interferon pathway are dispensable in this mouse model (Wohn et al., 2013). We did not detect infiltration of pDCs in the skin (data not shown) and *Ahr* deficiency restricted to CD11c-expressing antigen-presenting cells did not recapitulate the hyperinflammation of *Ahr*<sup>-/-</sup> mice, indicating that these cells, although important for establishing inflammation in the first place, were not drivers for the overreaction seen in *Ahr*<sup>-/-</sup> mice. Of note is the effect of *Ahr* deletion in different cell types on expression of IL-17 and IL-22. In agreement with previous data (Martin et al., 2009), we found that complete *Ahr* deficiency resulted in higher levels of IL-17 probably due to the predominant infiltration of  $\gamma\delta$  T cells, which produce more IL-17 in *Ahr*-deficient mice. This effect, however, was not evident when *Ahr* deficiency was restricted to T and B cells, suggesting that additional interactions with other *Ahr*-deficient cells, e.g., APCs, contribute to IL-17 induction. Furthermore, in contrast to our previous demonstration that in-vitro-differentiated Th17 cells or  $\gamma\delta$  T cells require AhR stimulation for IL-22 production, IL-22 was readily detectable in the skin of *Ahr*-deficient mice. It is conceivable that the inflammatory milieu in the skin can provide other factors that could override the requirement for AhR. Finally, the systemic application of the AhR ligand FICZ caused a reduction rather than an increase in IL-17 and IL-22. This is in contrast to the effect of FICZ in vitro or in localized application

during EAE, but consistent with its suppressive effect when administered systemically (Duarte et al., 2013). The complexities of cellular interactions in an inflammatory environment that shape these variables require further dissection. However, in the context of our study, we contend that IL-17 and IL-22, although important for the development of psoriasiform inflammation, are not the reason for the exacerbated response of *Ahr*-deficient mice.

The IMQ model of psoriasiform skin inflammation in mice and the pathogenesis process in psoriasis have different kinetics, inflammatory components, and cellular mediators, but nevertheless share critical immunopathological features. Although dispensable for the IMQ model, both type I and II interferon pathways play an important role in human psoriasis (Bowcock et al., 2001). Type I IFN is critical in the early phases of disease initiation in a clinically relevant skin xenotransplant model where it triggers activation and expansion of autoimmune T cells, leading to fully fledged psoriasis plaque formation (Nestle et al., 2005).

A strong IFN- $\gamma$  genomic (Bowcock et al., 2001) and cellular (Austin et al., 1999) signature is present in psoriasis, and intra-dermal injection of IFN- $\gamma$  has been shown to induce several molecular and histological features characteristic of psoriatic lesions in both healthy and psoriatic human skin (Johnson-Huang et al., 2012). *AHR* ligation in human skin biopsies strikingly modulated type I and II interferon pathways, particularly normalizing the proinflammatory signature present in L skin. On the other hand, pharmacological blockade of the *AHR* pathway in ex vivo human skin biopsies and genetic deletion of *Ahr* in the mouse model resulted in an exacerbation of the inflammatory skin signature, whereas activation of the pathway ameliorated both.

Perhaps not surprisingly, human and mouse data did not show mechanistic similarities in terms of genes or pathways affected by AhR. This could be due to the very different ontogeny of the inflammatory skin response, which is provoked by a single agent and short lasting in the mouse, whereas it is multifactorial and chronic in patients. In contrast, the lack of effect of AhR-mediated activation on other relevant psoriasis gene signatures in human samples, such as the antimicrobial response and tissue remodeling, which are affected in the mouse model, could be the result of the short-term culture of the skin biopsies. However, both murine and human keratinocytes lacking AhR were over-reactive to proinflammatory stimuli, suggesting shared aspects of pathology, which may diverge later on in the chronic phase of human psoriasis.

It remains to be clarified what the direct targets of AhR are and how these are linked to the inflammatory networks that are affected. The postulated extensive interaction of AhR with other transcription factors, which may be cell type specific, presents a substantial challenge in identifying direct as well as indirect AhR-mediated effects in inflammatory responses. We found dysregulation of the expression of the AP-1 family member *Junb*, which was substantially upregulated in the inflamed skin of *Ahr*-deficient mice and could be readily induced in in vitro keratinocytes stimulated with IL-1 $\beta$ . Moreover, blocking the AP-1 pathway dampened the increase of proinflammatory genes in *Ahr*-deficient keratinocytes. Whereas deletion of *Junb* together with *Jund* in mouse keratinocytes resulted in a skin phenotype resembling psoriasis (Zenz et al., 2005), *JUNB* is upregulated

in psoriatic skin (Haider et al., 2006) and a recent comprehensive meta-analysis of the psoriasis transcriptome has revealed an enrichment of AP-1-binding sites among psoriasis-increased genes and pinpointed the increased expression of *JUNB* in psoriasis skin to keratinocytes (Swindell et al., 2013), suggesting a role for the AP-1 pathway and JunB as a critical checkpoint of epidermal homeostasis.

The emerging pattern from analysis of physiological functions of AhR in immune cell types indicates that it affects radically different gene patterns in different cell types (Kiss et al., 2011; Lee et al., 2012; Li et al., 2011; Nguyen et al., 2010; Qiu et al., 2012; Veldhoen et al., 2008), suggesting that AhR may be a modulator of gene expression with different target genes. In keratinocytes, AhR signaling favors epidermal differentiation, thus promoting skin barrier formation (van den Bogaard et al., 2013) and as shown here AhR signaling exerts an anti-inflammatory effect in keratinocytes. More research will be needed to identify the molecular mechanisms underlying the function of AhR in the control of skin homeostasis during inflammatory responses.

Under physiological conditions, AhR signaling appears to be tightly regulated and endogenous ligands such as FICZ are rapidly metabolized via the activity of CYP enzymes that are downstream targets of AhR activation, most notably CYP1A1, the main extrahepatic cytochrome p450 enzyme under control of the AhR (Wincent et al., 2009). In fact it is now assumed that prolonged AhR signaling in response to TCDD, for example, causes dysregulation of its physiological functions (Bock and Köhle, 2006; Mitchell and Elferink, 2009). In keeping with this, expression of a constitutive active form of AhR in keratinocytes caused skin lesions (Tauchi et al., 2005), and we and others (van den Bogaard et al., 2013) have shown beneficial consequences of physiological AhR activation in skin. Interestingly, kynureninase (*KYNU*), an enzyme of the tryptophan catabolism degrading the putative AhR agonist kynurenine, is one of the consistently upregulated genes in psoriatic skin in our data set and in the literature (Tian et al., 2012), and other genes of the tryptophan pathway have also been found to be differentially regulated in psoriatic skin (Gudjonsson et al., 2010). Increased levels of *KYNU* enzyme might not only reduce kynurenine levels in psoriatic skin but also deplete tryptophan in the tissue, thus interfering in the formation of other AhR ligands such as FICZ. It is possible that deregulation in tryptophan catabolism observed in psoriatic skin might decrease AhR activation and thus result in increased expression of inflammatory mediators in the skin. Thus, reduced levels of endogenous AhR ligands in psoriatic skin might account for the lack of AhR-mediated control of skin homeostasis. It is important also to consider that dietary ligands, which are of fundamental importance in the AhR-mediated control of intestinal homeostasis, may exert effects in tissues other than the gastrointestinal tract. It is worth mentioning that metabolic syndrome and Crohn's disease are frequently observed comorbidities of psoriasis (Davidovici et al., 2010).

Thus, beneficial effects of AhR activation open the possibility of therapeutic intervention in chronic inflammatory skin disease, but further research is needed to understand the mechanism underlying the physiological consequences of AhR signaling in the immune system.

## EXPERIMENTAL PROCEDURES

Details on human skin biopsy culture, animals, RNA isolation, qPCR, RNA sequencing, microarray analysis, and keratinocyte cultures are listed in [Supplemental Information](#).

### Human Subjects

Lesional and nonlesional psoriasis skin biopsies were obtained from patients of European descent recruited at the Psoriasis Center, University Medical Center Schleswig-Holstein, Kiel (Germany) and not receiving any systemic treatment at the time of visit. Four skin biopsies were obtained from discarded healthy skin from donors of European descent undergoing plastic surgery procedures at Guy's and St. Thomas' Hospital, London (UK). Full patient and healthy control demographics are in [Table S1](#). Our study was conducted in accordance with the Helsinki Declaration, with written informed consent obtained from each volunteer, and approved by the institutional review board of University of Kiel Medical School and Guy's and St. Thomas' Hospital.

### Imiquimod Model of Psoriasisiform-like Skin Inflammation

Shaved mouse dorsal skin was treated daily for 5 consecutive days with 30 mg Aldara cream containing 5% Imiquimod (IMQ, Meda AB). On day 5, full-thickness skin biopsies of the treated area were collected with a 8 mm biopsy puncher; skin was either snap frozen in liquid N<sub>2</sub> for RNA extraction, fixed in neutral buffered formalin (Sigma) for histopathology analysis, or digested as described below to achieve single-cell suspensions. In some experiments, wild-type C57BL/6 mice received vehicle (olive oil) or 100 µg/kg FICZ (Enzo) intraperitoneally on the day before starting the IMQ treatment and then daily until the day of analysis.

### Skin Histopathology

Fixed skin was embedded in paraffin and tissue sections were deparaffinized and stained with H&E for histological analysis. Images were acquired at ×10 magnification with an Olympus VS120 slide scanner. Average epidermal and scale thickness was quantified by a researcher blind to the experimental groups who took five measurements per three sections for each mouse.

### Flow Cytometry Analysis of Skin-Infiltrating Cells

Two 8 mm punch biopsies were minced and shook in a digestion cocktail (400 µg/ml Liberase TL [Roche] and 1 mg/ml collagenase D [Roche] in IMDM medium) for 2 hr at 37°C, then mashed through a 70 µl cell strainer. Flow cytometry was performed with antibodies by Biotegend and cells were acquired on a FACSCantoII (BD). For intracellular cytokine staining, cells were stimulated for 4 hr with PdBU (500 ng/ml) and ionomycin (500 ng/ml) in the presence of brefeldin A (1 µg/ml) and Fc block (BD Bioscience), while simultaneously stained for surface markers, then fixed with 3.8% PFA, permeabilized with 0.1% NP-40, and stained for IL-17A and IL-22 (Biotegend).

### Conditioned Medium from Skin Cell Suspension of Naive or IMQ-Treated Wild-Type Mice

How the deposited data were processed for this re-analysis (not part of the article)

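Gene expression in whole skin was measured on 12 Affymetrix mouse genome arrays, 3 from each of untreated *Ahr*+/-, untreated *Ahr*-/-, IMQ-treated *Ahr*+/- and IMQ-treated *Ahr*-/- mice, the treated mice on day 2. The labels call the arrays of a group biological replicates, and all 12 were mapped to their groups from their labels. The deposited values are log2 signals per probe set that the authors made with RMA in the R package affy, whose version is not given in the sources used here; RMA corrects for background, normalizes the arrays together by quantiles and summarizes the probes of each set. No raw intensities were used. Across arrays the median signal of the genes tested lay between 7.38 and 7.56.

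Of 45101 probe sets, 64 Affymetrix controls, 932 sets annotated to several genes and 9160 without a gene symbol were left out. The other 34945 sets stood for 18193 genes. For the 9010 genes with over 1 probe set, the set with the highest mean over the 12 arrays was used. No filter on dim genes was applied. The 4 group means were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 8 residual and 4.44 prior degrees of freedom. There were 5 comparisons: IMQ-treated against untreated skin in each genotype, *Ahr*-/- against *Ahr*+/- skin on day 2 and without treatment, and the difference between the genotypes' responses to IMQ. P-values were adjusted by Benjamini and Hochberg over all genes within a comparison. A gene was called at an adjusted p under 0.05 and a fold change of at least 1.5. The samples, the comparisons, the tests, 41 gene lists and the rule for naming genes were set before the data were examined, except that the panel of Figure 7A, with its directions, had been seen. The rule names every gene of that panel, *Ahr*, the mediators the paper measured in IMQ-treated skin, the 10 largest called rises and the 10 largest called falls in each comparison whose groups of arrays do not overlap, and up to 4 called members of each list, or up to 2 members where none was called. The groups did not overlap in 98 to 99.3% of the called genes of the IMQ and day 2 comparisons, which calling selects for, and in 29.8, 42.7 and 33% of all genes.

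Lists were tested with camera of limma, with a preset correlation of 0.01 between genes and again with an estimated correlation, and adjusted over the 41 lists; with the estimated correlation no list passed in any comparison. The share of called genes in each transcription factor family was compared with that of all other genes by a two-sided Fisher's exact test. The annotations of the Ingenuity software that the study used were not available and were not used.

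The study's own criteria for the arrays were a rank product with a pfp (proportion of false positives) under 0.01 and a fold change of at least 1.5. The rank product was written anew in Python 3.11.15 with numpy 2.4.6, from all 9 pairwise log ratios of a comparison and 100 permutations, a number chosen here, and served as an alternative; it was not compared with the package RankProd that the study used. Other alternatives were no fold minimum, an adjusted p under 0.01, all probe sets or the mean of all probe sets of a gene, a mean signal of at least 5, centring each array on its median, quantile normalization of the values again, a variance trend with robust priors, array weights, a fit to the groups compared alone, the replicate number as a block, and leaving out each array in turn. Chosen after the values had been seen were the log2 difference between the 3' and 5' *Gapdh* control probe sets as a covariate, and the use of replicate 3 alone of the IMQ-treated *Ahr*-/- arrays.

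The steps were tested on simulated data of the same size, with 100 genes changed by 2-fold and 100 by 4-fold. Limma recovered 64 to 71% of the genes changed by 2-fold and 93 to 99% of those changed by 4-fold in the comparisons of groups, and 31% and 87% for the difference of responses, with 4 to 12 unchanged genes called. The rank product recovered 2 to 4% of the genes changed by 2-fold and 96 to 100% of those changed by 4-fold, with 17 to 23 unchanged genes called. Camera recovered each of 5 shifted lists and called none of 36 others. The simulation set no correlation between genes. In the real data the estimated correlation within lists ran from -0.25 for sex-linked genes to 0.83 for cell cycle genes. The simulation therefore cannot show how often camera calls correlated lists that are not shifted. Tables and figures were made with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.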

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

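In this part the counts over other splits of the arrays were set in advance, and the tests of RNA degradation and of hair follicle genes were chosen after the results were seen.

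The response to IMQ differed between the genotypes in 241 genes by limma's test of the difference itself, 98 with a change further up and 143 with a change further down in *Ahr*-/- than in *Ahr*+/- skin, and a difference between groups singled out the 33 named genes given here. Of 10 neutrophil markers, 5 responded more strongly in *Ahr*-/- skin (7 when adjusted over the list alone; camera adjusted p = 4.17e-09, adjusted p = 0.241 with an estimated correlation): the log2 difference between the responses was 4.81 for *Clec4d*, 3.46 for *Trem1* (standard error 0.33, adjusted p = 0.00127), 2.53 for *Csf3r*, 2.72 for *Mmp9* and 2.30 for *Ngp*. Of 13 macrophage and monocyte markers 2 lay above 0 (median -0.50), with *Cd14* called at 3.06 and *Adgre1*, which encodes the antigen F4/80, at -2.39 (1 and 1 when adjusted over the list alone; camera adjusted p = 0.134, adjusted p = 0.885 with an estimated correlation), and of 11 dendritic and Langerhans cell markers 2 lay above 0 and none was called (2 lower when adjusted over the list alone; camera adjusted p = 0.0194, adjusted p = 0.608 with an estimated correlation). The chemokine genes *Ccl3*, *Ccl4* and *Ppbp* differed by 4.62, 3.70 and 3.97, and *Il1b* and its receptor gene *Il1r1* by 4.17 and 1.75. The values were 4.43 for the lectin-like receptor *Clec4e*, 4.81 for the chitinase-like *Chil3*, 4.67 for *Acod1*, which makes itaconate, 4.02 for *Hdc*, which makes histamine, 3.92 for *Ankrd1*, 2.26 for the lectin-like receptor *Klra17* and 0.95 for the clock gene *Bhlhe40*.

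Of 23 genes of keratinocyte differentiation, 4 were called in the other direction (5 when adjusted over the list alone; camera adjusted p = 1.52e-06, adjusted p = 0.565 with an estimated correlation), with differences of -4.15 for *Krt77*, -2.98 for *Krt1*, -2.85 for *Krt10* and -2.23 for the desmoglein gene *Dsg1a*. In untreated skin *Krt10* (14.13 to 14.51) and *Krt77* (13.86 to 14.47) lie near the top of the arrays' range, as do *Krt10* and *Krt1* in *Ahr*+/- IMQ replicates 2 and 3, so the sizes of these 3 differences are uncertain. *Adgre1* rose by 2.24 on the log2 scale in *Ahr*+/- skin and did not pass in *Ahr*-/- skin (-0.15). The granzyme gene *Gzmc* had -3.78, the immunoglobulin genes *Jchain* and *Ighm* had -3.41 and -1.85, and the Wnt antagonist *Dkk2*, the osteoprotegerin gene *Tnfrsf11b* and *C1qtnf3* had -3.31, -3.34 and -4.38. The enzyme genes *Akr1c14*, *Ces1f* and *Aadacl2fm1* had -3.76, -3.41 and -3.57, and the predicted gene *Gm11992* had -3.48. Of these genes *Jchain*, *Tnfrsf11b*, *Gzmc*, *Ces1f* and *Ighm* were not called between the genotypes on day 2, and most of their difference lay in untreated skin, where they were higher in *Ahr*-/- by 3.78, 2.38, 2.11, 2.43 and 1.18 without passing there (on day 2 the log2 differences were 0.38, -0.96, -1.67, -0.98 and -0.67). Of the 33 genes, 8 kept their call whichever array was left out (*Acod1*, *Ankrd1*, *Ccl4*, *Gm11992*, *Hdc*, *Klra17*, *Ppbp* and *Trem1*), and *Gm11992*, *Ppbp* and *Trem1* also with the *Gapdh* ratio as a covariate. *Krt1* and *Krt10* kept theirs only when the array left out was *Ahr*+/- untreated replicate 1, *Ahr*+/- IMQ replicate 1 or *Ahr*-/- IMQ replicate 3. Some sizes moved too: over the alternatives *Il1r1* ran from 0.98 to 2.03 and *Ighm* from -2.74 to -0.50. *Tnfrsf11b* ran from -3.99 to -1.98 and *Dsg1a* from -2.69 to -1.32. With 1 array left out, the count of 241 ran from 31, without *Ahr*-/- untreated replicate 1, to 942, without *Ahr*+/- untreated replicate 1. Among these fits it stayed within 1.5-fold only without *Ahr*+/- untreated replicate 2 (255). The *Gapdh* covariate gave 11 genes and array weights 2096, while other alternatives, such as median centring (293), stayed within 1.5-fold. Of 100 drawn assignments of the genotypes within the untreated and within the IMQ-treated arrays, 2 gave at least as many genes, the real one included, a share under 0.05. The highest of the others gave 649 genes, more than the real one, which points to a structure of the samples besides genotype. Draws that mix the genotypes of the IMQ-treated arrays also break up the genotype difference on day 2. The share therefore cannot tell a difference of the responses from the day 2 difference alone.

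In untreated skin *Iglv1* was the 1 gene that limma called between the genotypes, a comparison of the arrays that the paper does not report. Its mean log2 signal was 7.59 ± 0.33 in *Ahr*-/- and 4.78 ± 0.42 in *Ahr*+/- skin (SD, n = 3 arrays), a log2 difference of 2.81. It was called whichever array was left out and was not called from the mean of all probe sets or in the fit to these groups alone. The 10 splits of 3 arrays against 3 are too few for a share under 0.05; the real split gave 1 gene, and the highest other 457, from the split that puts *Ahr*+/- untreated replicate 1 with *Ahr*-/- untreated replicates 1 and 2, which points to a structure of the samples. For IMQ-treated against untreated skin the real splits gave 1646 genes in *Ahr*+/- and 4130 in *Ahr*-/- skin and the highest others 0, and for the genotypes on day 2 the real split gave 724 and the highest other 2; these splits too are too few for a share under 0.05.

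The genes higher or lower in *Ahr*-/- than *Ahr*+/- skin on day 2, *Junb* at 0.98 among those compared, may partly reflect RNA degradation in *Ahr*-/- IMQ replicates 1 and 2, whose *Gapdh* control probe sets differed by 1.17 and 1.52 between the 3' and 5' ends. If these arrays alone carried the difference, *Ahr*-/- replicate 3 would show little of it: of the genes called without replicate 3, replicate 3 showed a median of 45.6% of the log2 difference in the 724 higher genes (quartiles 13.6 and 77.9) and 50.4% in the 562 lower genes (quartiles 30.5 and 75.9), against 92.6% and 70.1% when replicate 1, and 110.4% and 111.8% when replicate 2, was the array left out; the bounds were at most 25% for degradation and at least 75% against it. With the *Gapdh* ratio as a covariate the 385 higher genes had a median of 0.97 in place of 1.10 and the 339 lower genes one of -0.89 in place of -0.99, each with the same sign (with *Ahr*-/- replicate 3 alone, which had itself taken part in choosing these genes, medians of 87.5% and 89.1% of the difference were left), while the median standard error rose from 0.21 to 0.29 and 26 and 0 of them were called; *Junb* had 0.46 (standard error 0.41, 95% interval -0.44 to 1.37) in place of 0.98 (standard error 0.31), while *Acod1* (adjusted p = 0.0105), *Il1b* (adjusted p = 0.0409) and *Ankrd1* (adjusted p = 0.00535) passed. How much of the difference comes from degradation, the genotype or the spread between *Ahr*+/- IMQ animals cannot be told here. The high ratios occur in *Ahr*-/- IMQ arrays alone, and a low ratio in that group (0.28) occurs in replicate 3 alone.

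Genes of hair follicles in growth phase were lower after IMQ in *Ahr*+/- skin (median log2 change -2.91 over 24 genes, 9 called lower, 22 when adjusted over the list alone; camera adjusted p = 2.66e-09, adjusted p = 0.343 with an estimated correlation). Hair growth in 1 animal may account for a part: without *Ahr*+/- untreated replicate 2 the median was -1.45, which is 49.7% of the value with it, and 7 genes were called. Without that array the median of the melanocyte markers went from -2.18 to -0.76, while their called lower genes went from 3 to 4. The cell cycle genes went from 6 called higher (median 1.05) to 23 (median 1.53). How the hair cycle of the animal and an effect of IMQ share the fall cannot be told apart, since the remaining untreated *Ahr*+/- arrays number 2 and the hair phase of the mice is not given. In *Ahr*-/- skin the 24 genes had a median change of -0.29 and none was called (camera adjusted p = 0.357, adjusted p = 0.916 with an estimated correlation). Their mean signal was already low in untreated *Ahr*-/- skin (6.24, 7.17 and 5.99), so that genotype does not decide it either.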

How the results depend on the processing

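The *Gapdh* covariate, the fits with *Ahr*-/- IMQ replicate 3 alone, and the alternatives for the AP-1 odds ratio other than the rank product, a filter on dim genes and a wider gene family, and for the gene lists other than the estimated correlation, were chosen after the data were seen. Of 362 pairs of a named gene and a comparison, recomputed 7577 times, 6135 values kept their direction and their side of the threshold, 1385 lost a call, 32 gained one and 25 changed sign, 1 of them with a call. The number of arrays limits precision, and a group left with 2 arrays or 1 is assumed to vary like the others; the causes of the changes were not tested, apart from the stricter thresholds and the smaller groups, which call fewer genes by construction. In the order IMQ in *Ahr*+/- skin (1646 genes as reported), IMQ in *Ahr*-/- skin (4130), genotype on day 2 (724), genotype untreated (1) and difference of the responses (241), the counts that moved by over 1.5-fold were as follows. An adjusted p under 0.01 gave 717, 2725 and 215 genes and, for the difference, 27. The rank product gave 225, 360, 204 and 62 genes, and on all probe sets 338, 502, 329 and 63. All probe sets gave 2510 genes for IMQ in *Ahr*+/- skin. Array weights gave 2563, 2019, 7 and 2096 genes for all but IMQ in *Ahr*-/- skin. Only the groups compared gave 959 genes for IMQ in *Ahr*+/- skin, 1091 on day 2 and 0 untreated, where the mean of all probe sets gave 0, median centring 2 and the replicate block 3. The *Gapdh* covariate gave 2218, 27 and 11 genes for IMQ in *Ahr*-/- skin, day 2 and the difference, and *Ahr*-/- replicate 3 alone gave 1444, 43 and 18. Without 1 array the counts ran from 901 to 2436, 3278 to 4364, 196 to 1286, 1 to 206 and 31 to 942. Other alternatives stayed within 1.5-fold.

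Whether the replicate numbers pair the samples cannot be told. The 18 pairs of equal number correlated from -0.18 to 0.32, 7 of them above 0.1, while 8 of 12 arrays correlated best with their own number. With the number as a block the counts were 1659, 4145, 684, 3 and 221. The AP-1 odds ratio in *Ahr*+/- skin, 4.03 as reported, passed at 7.41 with median centring (p = 0.0205), at 7.49 with the replicate block (p = 0.02) and without *Ahr*+/- IMQ replicate 3 (11.22; 2.46 to 11.22 without 1 array; Fisher's exact test, p from 0.00713 to 1 over all alternatives); in *Ahr*-/- skin no alternative passed. Of the lists, 20, 12, 9, 10 and 8 passed camera; with an estimated correlation 0 did in each comparison, and without 1 array 17 to 25, 12 to 13, 8 to 11, 4 to 14 and 7 to 13 did.

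Signs changed as follows. From the mean of all probe sets *Clock* after IMQ in *Ahr*+/- skin was -0.007 (0.71 as reported), and on day 2 between genotypes *Ell2* was 0.12 (-0.09), *Hif1a* -0.178 (0.08) and *Jund* 0.25 (-0.04). Quantile normalization again gave -0.082 for *Csf2* (0.05), -0.042 for *Il17a* (0.07) and 0.013 for *Jund*. The covariate gave 0.194 for *Ell2*, -0.157 for *Fos* (0.30) and -0.102 for *Fosl1* (0.63), and *Ahr*-/- replicate 3 alone 0.08 for *Ell2* and -0.146 for *Fos*. Without 1 array the day 2 differences ran from -0.096 to 0.208 for *Csf2*, -0.184 to 0.073 for *Ell2*, -0.275 to 1.076 for *Fos*, -0.031 to 0.288 for *Hif1a*, -0.013 to 0.181 for *Il17a* and -0.167 to 0.114 for *Jund*, and *Krt10* after IMQ in *Ahr*+/- skin from -1.003 to 0.066.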

Differences from the paper's values

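The *Gapdh* covariate, the fit with *Ahr*-/- IMQ replicate 3 alone and the alternatives for AP-1 other than the rank product, a filter on dim genes and a wider gene family were chosen after the values were seen. The paper marks *Fosl1*, *Junb*, *Zfp36*, *Hif1a*, *Id4* and *Gata3* in Figure 7A as expressed differently between *Ahr*-/- and *Ahr*+/- skin on day 2, and limma called none of these 6 over all genes. Their log2 differences were 0.63, 0.98, 1.03, 0.08, -1.50 and -0.93, with adjusted p from 0.0705 for *Id4* to 0.829 for *Hif1a*. Among the alternatives set before the data were examined, array weights called *Junb* (adjusted p = 0.0221), *Zfp36* (0.028), *Id4* (0.00497) and *Gata3* (0.0266). The replicate block called *Junb* (adjusted p = 0.0213) and *Id4* (0.0463). Fits without *Ahr*-/- IMQ replicate 3 called *Junb* (adjusted p = 0.0286) and *Zfp36* (0.0126), and fits without *Ahr*+/- IMQ replicate 1 called *Id4* (0.00565) and *Gata3* (0.00795). No alternative called *Fosl1* or *Hif1a*. Over the alternatives other than the rank product, the adjusted p ranged from 0.0213 to 0.972 for *Junb*, 0.0126 to 1 for *Zfp36*, 0.00497 to 0.789 for *Id4* and 0.00795 to 0.39 for *Gata3*. Genes without a mark were called too, *Cebpd* with array weights and *Cebpb* without *Ahr*-/- IMQ replicate 3. A rank product with the study's thresholds, pfp under 0.01 and a fold change of at least 1.5, written anew and not compared with the package that the study used, called none of the 6, with a pfp of 0.0205 for *Id4*, 0.0662 for *Zfp36*, 0.101 for *Junb*, 0.116 for *Gata3*, 0.284 for *Fosl1* and 1.05 for *Hif1a*. In simulated data this test recovered 2% of genes changed by 2-fold in this comparison, so that it called none carries little weight.

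The paper lists 13 transcription factor genes as regulated by IMQ in Figure 7A. Of the 12 measured, 11 were called in at least 1 genotype, and *Fos* in neither (1.72 in *Ahr*+/- skin, adjusted p = 0.0577, and 1.25 in *Ahr*-/- skin, adjusted p = 0.101). *Fos* was called in *Ahr*+/- skin with median centring, with the replicate block and without *Ahr*+/- IMQ replicate 3, and in *Ahr*-/- skin in the fit to those groups alone.

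The paper reports an overrepresentation of AP-1 members among the psoriasis-annotated transcription factors regulated by IMQ. Against all other genes, the odds ratio of the *Jun* and *Fos* genes was 4.03 in *Ahr*+/- skin (Fisher's exact test, p = 0.127) and 2.56 in *Ahr*-/- skin (Fisher's exact test, p = 0.197), and neither passed. This background is wider than the paper's, whose annotations were not available. In *Ahr*+/- skin the exact test passed with median centring (p = 0.0205), with the replicate block (p = 0.02) and without *Ahr*+/- IMQ replicate 3 (p = 0.00713).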

Other observations

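In this part the gene lists were fixed in advance, and the tests of a larger response in *Ahr*-/- skin were chosen after the result was seen. Genes of epidermal growth and defence were higher after treatment with the IMQ cream in both genotypes. Of 18 measured cornified envelope genes of the SPRR and LCE clusters, 11 rose in *Ahr*+/- skin (11 and 1 lower when adjusted over the list alone; camera adjusted p = 6.43e-11, adjusted p = 0.0664 with an estimated correlation), and 10 rose and 4 fell in *Ahr*-/- skin (11 and 4 when adjusted over the list alone; adjusted p = 9.14e-06, adjusted p = 0.18 with an estimated correlation). Of 13 antimicrobial peptide and alarmin genes, 9 rose in *Ahr*+/- skin (9 when adjusted over the list alone; adjusted p = 1.88e-10, adjusted p = 0.129 with an estimated correlation) and 11 in *Ahr*-/- skin (11 when adjusted over the list alone; adjusted p = 1.42e-12, adjusted p = 0.0761 with an estimated correlation). Of 11 genes of the IL-1 and IL-36 family, 7 rose in *Ahr*+/- skin (7 when adjusted over the list alone; adjusted p = 3.6e-08, adjusted p = 0.0664 with an estimated correlation) and 10 in *Ahr*-/- skin (10 when adjusted over the list alone; adjusted p = 1.52e-06, adjusted p = 0.0761 with an estimated correlation), *Il1f6*, which encodes IL-36α, by 6.16 and 4.36 on the log2 scale (adjusted p = 1.39e-05 and 7.26e-05 by limma). Of 24 cell cycle genes, 6 rose in *Ahr*+/- skin (15 when adjusted over the list alone; adjusted p = 5.08e-08, adjusted p = 0.399 with an estimated correlation; 23 without *Ahr*+/- untreated replicate 2) and 19 in *Ahr*-/- skin (21 when adjusted over the list alone; adjusted p = 8.62e-08, adjusted p = 0.597 with an estimated correlation).

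On day 2 the neutrophil chemokine and growth factor genes set the genotypes apart: 9 of 10 were higher in *Ahr*-/- skin (median log2 difference 3.74, 9 when adjusted over the list alone; camera adjusted p = 1.43e-11, adjusted p = 0.225 with an estimated correlation), and 7 of 10 neutrophil markers were (median 2.30, 7 when adjusted over the list alone; adjusted p = 2.01e-11, adjusted p = 0.127 with an estimated correlation). With the *Gapdh* ratio as a covariate 2 of the chemokine and growth factor genes (*Ccl4* and *Ppbp*) and 1 of the markers (*Trem1*) were called. Some differences kept their size without a call: *Cxcl2* had 5.32 with the covariate and 5.23 without, *Cxcl3* 5.62 and 5.26, and *Ccl3* 5.04 and 5.00. *Clec4d* (4.50 and 4.67), and *Csf3* and *Cxcl1* as given below, were smaller with the covariate. Of the mediators whose rise in *Ahr*-/- skin the paper reports from quantitative RT-PCR at day 5, a later time than these arrays, *Cxcl5* was higher on day 2 by 5.31 (standard error 1.0, adjusted p = 0.0119), *Csf3* by 2.75 (adjusted p = 0.0116) and *Cxcl1* by 1.70 (adjusted p = 0.0253). Of the same mediators, *Csf2* (0.05), *Il17a* (0.07) and *Il23a* (0.58) did not pass on day 2. The signals of *Csf2* (3.77 to 4.8) and *Il17a* (4.88 to 5.6) lay in all arrays below the median of the genes (7.38 to 7.56). Differences near 0 in such dim genes say little about the genotypes. *S100a8* lay near the highest signal of the arrays in all IMQ-treated skin (14.15 to 14.74), which compresses differences, and *S100a7a*, *Il17c* and *Il22* were not measured. In *Ahr*+/- IMQ replicates 1, 2 and 3 the signal of *Cxcl5* was 8.77, 5.4 and 2.97. Its standard error pools this spread with the smaller spread of the other groups. The *Cxcl5* call was lost without *Ahr*+/- IMQ replicate 2, that of *Csf3* without *Ahr*+/- or *Ahr*-/- IMQ replicate 2, and that of *Cxcl1* without *Ahr*+/- IMQ replicate 2 or 3 or *Ahr*-/- IMQ replicate 1 or 2. With the *Gapdh* ratio as a covariate all 3 calls were lost (*Cxcl5* 6.58, adjusted p = 0.146; *Csf3* 2.41, adjusted p = 0.368; *Cxcl1* 1.18, adjusted p = 0.623), and with *Ahr*-/- IMQ replicate 3 alone too (adjusted p = 0.204, 0.368 and 0.608). Of 23 genes of keratinocyte differentiation, 5 were lower (12 when adjusted over the list alone; median -0.69, camera adjusted p = 1.32e-07, adjusted p = 0.528 with an estimated correlation). Genes of fatty acid and sterol synthesis were lower in *Ahr*-/- skin as a list (median -0.50; camera adjusted p = 1.06e-05, adjusted p = 0.464 with an estimated correlation), with 3 of 20 called, *Elovl6*, *Scd1* and *Hmgcs1* (9 when adjusted over the list alone; 0 with the *Gapdh* ratio as a covariate, which called no lower gene). Sebaceous gland markers were lower too (2 of 8 called, *Far2* and *Scd1*, which is in both lists; 4 when adjusted over the list alone; median -0.70, camera adjusted p = 0.00424, adjusted p = 0.567 with an estimated correlation). In *Ahr*+/- skin 9 of the 20 synthesis genes had risen after IMQ (9 and 2 lower when adjusted over the list alone; adjusted p = 0.000111, adjusted p = 0.28 with an estimated correlation), and in *Ahr*-/- skin 7 had risen and 4 fallen (7 and 4 when adjusted over the list alone; adjusted p = 0.843, adjusted p = 0.952 with an estimated correlation). The elongase gene *Elovl3* rose by 3.83 on the log2 scale in *Ahr*+/- skin (adjusted p = 1.69e-05) and by 2.81 in *Ahr*-/- skin (adjusted p = 6.89e-05), and no gene of the list was called for the difference of the responses (5 lower when adjusted over the list alone; camera adjusted p = 0.000135, adjusted p = 0.565 with an estimated correlation).

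Of 11 markers of dendritic and Langerhans cells, 3 fell and 1 rose after IMQ in *Ahr*+/- skin (4 and 1 when adjusted over the list alone; camera adjusted p = 0.0261, adjusted p = 0.343 with an estimated correlation) and 6 fell and 1 rose in *Ahr*-/- skin (6 and 1 when adjusted over the list alone; adjusted p = 0.00165, adjusted p = 0.258 with an estimated correlation). The MHC class II genes *H2-Ab1* and *H2-Eb1* fell by 1.33 (adjusted p = 0.0183) and 1.53 (adjusted p = 0.0073) on the log2 scale in *Ahr*+/- skin and by 2.76 (adjusted p = 6.82e-05) and 2.96 (adjusted p = 3.03e-05) in *Ahr*-/- skin by limma, and the Langerhans cell gene *Cd207* fell by 1.56 in *Ahr*-/- skin (adjusted p = 0.00296) and did not pass in *Ahr*+/- skin (-0.45, adjusted p = 0.409; difference of the responses -1.10, adjusted p = 0.218). Of 11 fibroblast markers, 5 fell in *Ahr*+/- skin (6 when adjusted over the list alone; camera adjusted p = 0.000692, adjusted p = 0.343 with an estimated correlation) and 8 fell and 1 rose in *Ahr*-/- skin (8 and 1 when adjusted over the list alone; adjusted p = 3.27e-05, adjusted p = 0.35 with an estimated correlation), with log2 changes of the collagen gene *Col1a1* of -1.50 (adjusted p = 0.00484) and -1.02 (adjusted p = 0.0152).

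The larger number of genes called after IMQ in *Ahr*-/- skin (4130 against 1646, though 2218 with the *Gapdh* ratio as a covariate and 1444 with *Ahr*-/- IMQ replicate 3 alone) raised the hypothesis that its response is a larger version of the *Ahr*+/- response, which would put most of the 241 genes called for the difference further from untreated skin in the direction of the *Ahr*+/- change. Of the genes called in *Ahr*+/- skin, 388 of 949 higher genes changed more in *Ahr*-/- skin (median 0.91 against 1.07) and 369 of 697 lower genes did (-1.04 against -0.95), and of the 241 genes 49.4% (119) went further; the choice of genes by the *Ahr*+/- arrays, and the use of these arrays on both sides of the comparison, pull these values down. With the direction taken from 1 IMQ-treated and 1 untreated *Ahr*+/- array that the test of the difference did not use, the median share over 9 such pairs was 66.7% (39.1 to 77.9%, over 15 to 1006 called genes), where over 75% in every pair would speak for a larger version and at most 50% in every pair against it. A larger version of the *Ahr*+/- response and a different response cannot be told apart for these genes as a set, since the share depends on the pair of arrays. Of the 241 genes, 11 were called in both genotypes in opposite directions, which a larger version of the same response would not give.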
